# Cellular and molecular evidence that synaptic Schwann cells contribute to aging of mouse neuromuscular junctions

**DOI:** 10.1111/acel.13981

**Published:** 2023-09-28

**Authors:** Robert Louis Hastings, Mary Flordelys Avila, Emma Suneby, Devin Juros, Anson O'Young, Jason Peres da Silva, Gregorio Valdez

**Keywords:** aging, NMJ, perisynaptic Schwann cell, synapses, synaptic glia, terminal Schwann cell

## Abstract

Age‐induced degeneration of the neuromuscular junction (NMJ) is associated with motor dysfunction and muscle atrophy. While the impact of aging on the NMJ presynapse and postsynapse is well‐documented, little is known about the changes perisynaptic Schwann cells (PSCs), the synaptic glia of the NMJ, undergo during aging. Here, we examined PSCs in young, middle‐aged, and old mice in three muscles with different susceptibility to aging. Using light and electron microscopy, we found that PSCs acquire age‐associated cellular features either prior to or at the same time as the onset of NMJ degeneration. Notably, we found that aged PSCs fail to completely cap the NMJ even though they are more abundant in old compared with young mice. We also found that aging PSCs form processes that either intrude into the synaptic cleft or guide axonal sprouts to innervate other NMJs. We next profiled the transcriptome of PSCs and other Schwann cells (SCs) to identify mechanisms altered in aged PSCs. This analysis revealed that aged PSCs acquire a transcriptional pattern previously shown to promote phagocytosis that is absent in other SCs. It also showed that aged PSCs upregulate unique pro‐inflammatory molecules compared to other aged SCs. Interestingly, neither synaptogenesis genes nor genes that are typically upregulated by repair SCs were induced in aged PSCs or other SCs. These findings provide insights into cellular and molecular mechanisms that could be targeted in PSCs to stave off the deleterious effects of aging on NMJs.

**Abbreviations**
ALS: amyotrophic lateral sclerosis
AS: axon terminal sprouting
Bleb: axonal blebbing
CNS: central nervous system
DEG: differentially expressed gene
EDL: extensor digitorum longus
EM: electron microscopy
EOM: extra‐ocular muscle
F4/80: Adgre1
FACS: fluorescence‐activated cell sorting
fBTX: Alexa Fluor555‐conjugated alpha bungarotoxin
Frag: nAChR fragmentation
IPA: Ingenuity Pathway Analysis
Lep: leptin
MA: middle aged
nAChR: nicotinicacetylcholine receptor
NMJ: neuromuscular junction
NNRI: nearest neighbor regularity index
PFA: paraformaldehyde
PI: polyinnervation
PSC: perisynaptic Schwann cell
RT: room temperature
SC: Schwann cell
SEM: standard error of the mean
SMA: spinal muscular atrophy
STM: sternomastoid
TA: tibialis anterior
YA: young adult

## 1 INTRODUCTION

Aging acutely impacts the motor system, where degeneration of the synapses between motor neurons and skeletal muscles, known as neuromuscular junctions (NMJs), contribute to motor deficits in aged individuals (Cruz‐Jentoft & Sayer, 2019; Deschenes et al., 2010; Rudolf et al., 2014; Soendenbroe et al., 2021; Taetzsch & Valdez, 2018; Vandervoort, 2002). For instance, studies of NMJs in rodents and humans have shown that NMJ degeneration progressively increases with age (Soendenbroe et al., 2021; Taetzsch & Valdez, 2018), reaching levels of over 20% in old mice (Chai et al., 2011). This erosion of healthy NMJs during the early stages of aging is thought to precede motor neuron death, cause muscle atrophy, and negatively impact motor function (Jones et al., 2022; Soendenbroe et al., 2021; Taetzsch & Valdez, 2018). Therefore, therapies that target the NMJ could serve as an early prophylaxis for motor function impairments during aging as well as for motor diseases such as amyotrophic lateral sclerosis (ALS), spinal muscular atrophy (SMA), and the spectrum of myasthenia gravis.

While much has been learned about the cellular, molecular, and functional changes that impact the NMJ pre‐ and post‐synapse (Cruz‐Jentoft & Sayer, 2019; Deschenes et al., 2010; Rudolf et al., 2014; Soendenbroe et al., 2021; Taetzsch & Valdez, 2018; Vandervoort, 2002), little is known about how aging impacts the specialized synaptic glia that reside at the NMJ, known as perisynaptic Schwann cells (PSCs) (Fuertes‐Alvarez & Izeta, 2021). PSCs are specialized, nonmyelinating Schwann cells (SCs) associated exclusively with the NMJ (Alvarez‐Suarez et al., 2020; Darabid et al., 2014; Griffin & Thompson, 2008; Ko & Robitaille, 2015). These cells create a barrier that insulates the presynapse and synaptic cleft of the NMJ from nonsynaptic regions of muscles (Boaro et al., 1998; Darabid et al., 2014; Wokke et al., 1990). Similar to astrocytes and microglia, the synaptic glia of the central nervous system (CNS), PSCs perform a number of supportive roles that are increasingly important to the health of the NMJ as it ages, including modulation of cholinergic transmission, synaptic remodeling, phagocytosis of injured axons, and synaptic pruning (Alvarez‐Suarez et al., 2020; Darabid et al., 2014; Griffin & Thompson, 2008; Ko & Robitaille, 2015; Santosa et al., 2018). They also guide motor axons to reinnervate vacated postsynaptic sites by forming cellular processes that guide sprouting motor axons to nearby denervated NMJs (Love & Thompson, 1999; Son & Thompson, 1995a; Son & Thompson, 1995b). Highlighting their importance at NMJs, ablating PSCs leads to NMJ alterations during development and in adulthood (Hastings et al., 2020; Reddy et al., 2003).

Aberrant changes in PSCs have been linked to NMJ degeneration. In a mouse model of ALS, PSCs remain at NMJs but lose their ability to detect synaptic transmission and to guide axons to denervated NMJs (Arbour et al., 2015, 2017; Martineau et al., 2020) as the disease progresses. There is also evidence that increasing the number of PSCs in young adult mice results in fragmentation of the pretzel‐like structure of the NMJ postsynapse (Hastings et al., 2020; Lee et al., 2016), a morphological hallmark of aged rodent NMJs (Valdez et al., 2010). However, it is far less clear when and how aging affects PSCs, or how such changes in PSCs impact NMJs. A number of light and electron microscopy studies in humans and rodents have observed age‐related morphological changes in PSCs, including incomplete synaptic coverage (Chai et al., 2011; Kawabuchi et al., 2001) and insertion of processes into the synaptic cleft (Boaro et al., 1998; Wokke et al., 1990). While these studies did not quantify PSC numbers, they were clearly present at aged NMJs. More recent studies have reported no change in PSC number with age (Willows et al., 2023) or significant declines in PSC number during aging, starting as early as middle‐age, in mice (Ikemoto‐Uezumi et al., 2022; Snyder‐Warwick et al., 2018). Thus, there are contradictory findings about the effect of aging on the morphology and survival of PSCs.

In this study, we defined the impact of aging on PSCs in mice. Using light and electron microscopy, we found that PSCs are more abundant yet fail to completely cover the presynaptic region of aged NMJs. Aged PSCs also form processes that either intrude into the synaptic cleft or extend to adjacent NMJs. We show that while many of these PSC processes were associated with axonal sprouts, the opposite was not the case. Axonal sprouts were almost never found without a PSC process. These findings suggest that PSCs direct motor axons to other NMJs, a phenomenon called “compensatory reinnervation” previously shown to increase the incidence of multiply innervated NMJs, a hallmark of aged skeletal muscle (Boaro et al., 1998), but also proposed to prevent muscle atrophy by innervating muscle fibers denervated during aging (Luff, 1998; Soendenbroe et al., 2021; Vandervoort, 2002). Additional cellular analysis revealed that PSCs lose their organized spatial distribution and engulf the presynapse in a manner that may lead to phagocytosis. To identify genes and pathways involved in PSC aging and with potential roles in NMJ degeneration, we performed RNA sequencing analysis of PSCs alongside other SCs specifically isolated from skeletal muscles using fluorescence‐activated cell sorting (FACS) from young and old mice. Supporting our cellular observations, genes and pathways involved in phagocytosis, inflammation, and intercellular signaling were found altered specifically in aged PSCs. Together, the data in this study reveal cellular and molecular mechanisms altered in aged PSCs associated with NMJ degeneration.

## 2 MATERIALS AND METHODS

A full description of the experimental details is provided in the Appendix S1.

### 2.1 Animals

Thy1‐CFP, RRID:IMSR_JAX:003710 (Feng et al., 2000), and S100β‐GFP, RRID:IMSR_JAX:005621 (Zuo et al., 2004), (S100β‐GFP;thy1‐CFP) mice were used to visualize the axonal terminals of motor neurons and Schwann cells. NG2‐DsRed, RRID:IMSR_JAX:008241 (Zhu et al., 2008), and S100β‐GFP (S100β‐GFP;NG2‐DsRed) were used to isolate PSCs. The S100β‐GFP;thy1‐CFP mice were a generous gift from the Wes Thompson lab. C57BL/6 mice were used for all other immunohistochemistry. “Young adult” mice used for these experiments were 3–5 months old, “middle‐aged” mice were 17 months old, and “old” mice were 23–29 months old. All experiments were carried out under NIH guidelines and Brown University (Protocol# 1905–0013) Institutional Animal Care and Use Committee guidelines.

### 2.2 Immunohistochemistry

For analysis of PSC morphology, mice were perfused intracardially with 4% paraformaldehyde (PFA) and postfixed in 4% PFA overnight. Soleus, extensor digitorum longus (EDL), extraocular muscle (EOM), and sternomastoid (STM) tissue from S100β‐GFP;thy1‐CFP mice were incubated in Alexa Fluor 555 conjugated α‐bungarotoxin (fBTX, Invitrogen #B35451) and DAPI (ThermoFisher D1306, 300 μM) overnight. For immunohistochemistry of whole muscles and muscle cross sections collected from wild‐type mice, the tissue was incubated overnight in primary antibody and for 2 h the following day in secondary antibody, fBTX, and DAPI.

### 2.3 Light microscopy

Images of S100β‐GFP;thy1‐CFP muscles for morphological analysis were taken using a Zeiss LSM 880 confocal microscope with a 40×, 1.3 numerical aperture oil immersion objective. Images of TA cross sections were obtained with a Zeiss LSM 900 confocal microscope with a 63×, 1.4 numerical aperture oil immersion objective. Zeiss Zen software and ImageJ were used to generate z‐stacks and maximum intensity projections.

### 2.4 Transmission electron microscopy

Mice were perfused transcardially with 2% PFA and 3% glutaraldehyde. Extensor digitorum longus muscles were postfixed in 2% PFA/3% glutaraldehyde, stained in 1% osmium tetroxide (Sigma Aldrich, 75632), 1% ferrocyanide (Sigma Aldrich, P3289) followed by 1% uranyl acetate before being dehydrated in graded ethanol. 100 nm cross sections were imaged under a Philips EM410 Transmission Electron Microscope.

### 2.5 Fluorescence activated cell sorting (FACS)

FACS‐isolation of PSCs and other SCs was performed as described previously (Castro et al., 2020).

### 2.6 RNA‐seq

RNA isolation and RNA‐seq on FACS‐isolated cells were performed by Genewiz on six replicates per cell type.

### 2.7 Statistics

Comparisons between two means were made with a 2‐sided, unpaired Student's *t* test, except analysis of PSC counts in relation to NMJ abnormalities, for which a 2‐sided paired Student's *t* test was used. A 1‐way ANOVA with Bonferroni post hoc analysis was used for comparisons of three or more means. A simple linear regression analysis was used to calculate correlation between PSC number and junctional area. An *n* was defined as one animal for all experiments except linear regression analysis where an *n* was defined as one NMJ. Four young adult animals, three middle‐aged animals, and four old animals were used for morphological analysis. One young adult and one old animal were used for electron microscopy. Six young adults and six old mice were analyzed for RNA‐seq. Replicate numbers are provided in the figure legends. The Microsoft Excel Data Analysis plugin (RRID:SCR_016137) and GraphPad Prism (RRID: SCR_002798) were used for statistical analyses. Data are expressed as the mean ± standard error of the mean (SEM).

## 3 RESULTS

### 3.1 More PSCs are found at aged NMJs

We used S100β‐GFP mice to examine the impact of aging on PSC number and morphology. In these transgenic mice, all Schwann cells (SCs) are labeled with GFP but PSCs can be identified based on their unique morphology and location at NMJs in young adult mice (Zuo et al., 2004). First, we confirmed that S100β‐GFP‐positive cells at aged NMJs are indeed PSCs using S100β‐GFP;NG2‐DsRed mice (Figure S1a), in which PSCs can be distinguished from other SCs based on the combined expression of GFP and DsRed (Castro et al., 2020). Additionally, we ascertained that PSCs are present at NMJs of aged wild‐type mice by immunostaining for S100β and NG2 (Figure S1b). We next examined PSCs, in the extensor digitorum longus (EDL) and soleus muscles, two muscles with different muscle fiber types, varying susceptibility to aging, and functional demands (Valdez et al., 2012), in young, middle‐aged and old S100β‐GFP mice. In stark contrast to recently published findings (Ikemoto‐Uezumi et al., 2022; Snyder‐Warwick et al., 2018), our analysis revealed that PSCs were present in the vast majority of NMJs of old mice in the EDL and soleus muscles (Figure 1a and Figure S2). In fact, the average number of PSCs per NMJ was higher in these muscles in old compared with young mice (Figure 1b). In the EDL, the average number of PSCs per NMJ peaked by middle‐age (Figure 1b) owing to the presence of NMJs with five or more PSCs, which were largely absent from the young adult EDL (Figure 1c). While PSCs remained more abundant at NMJs of old compared with young EDL muscles, their average number per NMJ decreased relative to middle‐aged EDL muscles. The decreased number of PSCs between middle‐aged and old EDL resulted from a moderate decrease in the incidence of NMJs with five or more PSCs and a small uptick in NMJs with no detectable PSCs (4.6 ± 2.1%; Figure 1c). In the soleus, the number of PSCs per NMJ became significantly more abundant in old age (Figure 1b). This increase, much as in the EDL, was due to a greater incidence of NMJs containing five or more PSCs in old compared with young adult mice (Figure 1c). These data show that PSCs do not disappear but instead increase during aging in the slow‐twitch soleus and the fast‐twitch EDL muscle. It also revealed that PSCs increase earlier in the EDL compared to the soleus muscle. We also analyzed PSCs in young adult and old extraocular muscles (EOMs), which resist age‐induced degeneration (Figure 1d) (Valdez et al., 2012). Unlike the EDL and soleus muscles, we found no significant change in the average number of PSCs per NMJ in old EOMs (Figure 1e), nor did we find NMJs with abnormally high numbers of PSCs (Figure 1f). These findings indicate that age‐related changes in PSCs may go hand in hand with aging of skeletal muscles and their NMJs.

**FIGURE 1:**
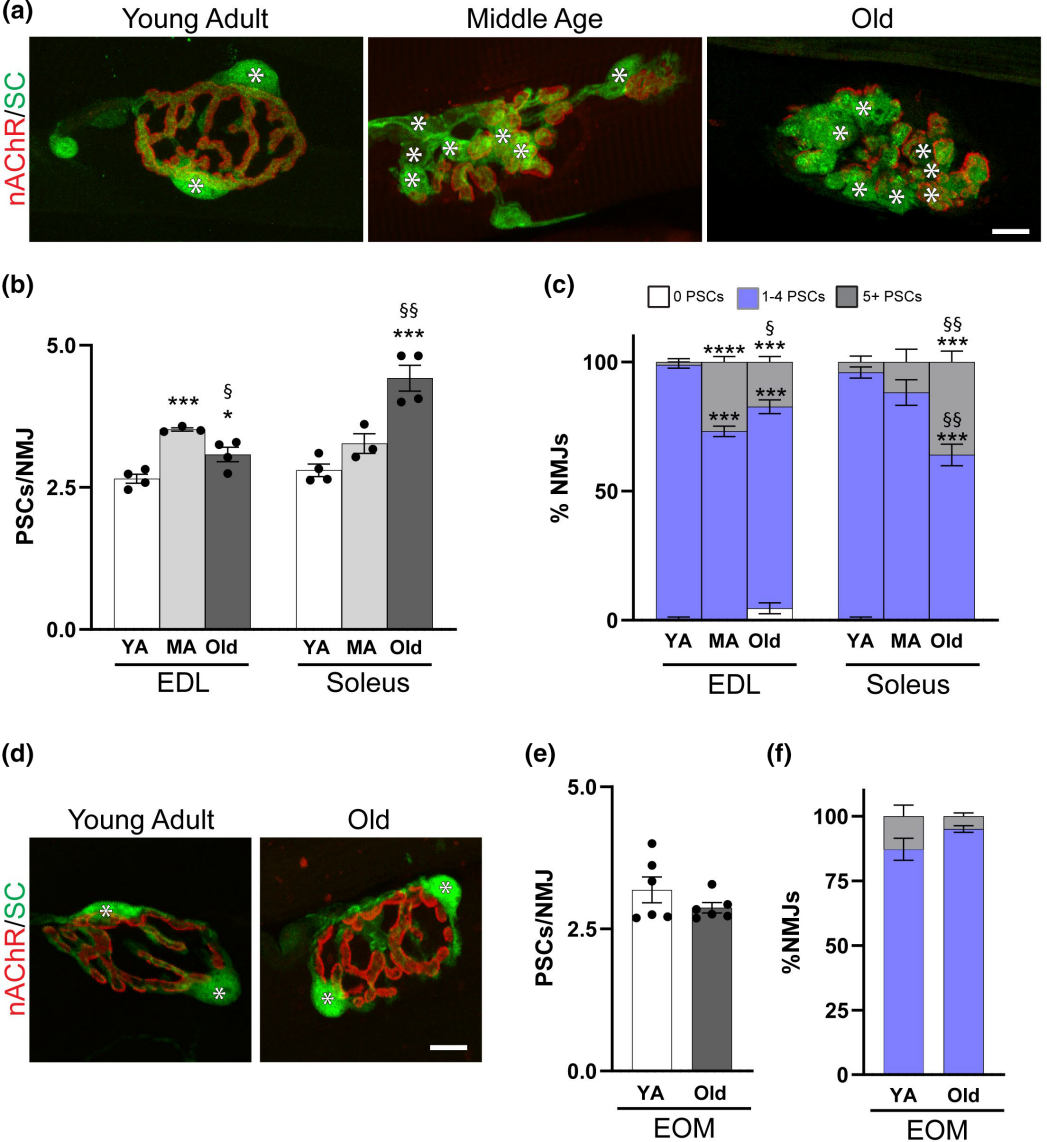
Perisynaptic Schwann cell (PSC) numbers increase in muscles that are susceptible to age‐related NMJ deterioration. (a) Representative images of GFP‐labeled PSCs (green, asterisks) and fBTX‐labeled nAChRs (Red) in the EDL of young adult (3–5 month), middle‐aged (17 month) and old (28–29 month) S100β‐GFP mice. Channel separated images with DAPI counterstain available in Figure S2. (b) Average number of PSCs per NMJ in young adult (YA), middle aged (MA), and old EDL and soleus. (c) Average percentage of NMJs with 0, 1–4, or 5 or more PSCs in young adult (YA), middle aged (MA), and old EDL and soleus. (d) Representative images of GFP‐labeled PSCs (green, asterisks) and fBTX‐labeled nAChRs in the extraocular muscles (EOMs) of young adult (3–5 month) and old (28–29 month) S100β‐GFP mice. (e) Average number of PSCs per NMJ in young adult (YA) and old EOMs. (f) Average percentage of NMJs with 0, 1–4, or 5 or more PSCs in young adult (YA) and old EOMs. *p < 0.05, ***p < 0.001, ****p < 0.0001 versus young adult. ^§^ *p* < 0.05, ^§§^ *p* < 0.01 versus middle aged. One way ANOVA with Bonferroni post hoc (b,c) or unpaired 2‐sided Student's *t* test (e,f). Values represented as mean ± SEM; n = 3–4 (b,c) or 6 (e,f). Scale bars = 10 μm.

### 3.2 PSC number correlates with NMJ size in the soleus but not the EDL in aged mice

A well‐understood relationship between PSCs and the NMJ is that the number of PSCs correlates with the junctional area (Love & Thompson, 1998), which is the area calculated by drawing a perimeter around the postsynapse (Figure 2a–c). In the soleus, but not in the EDL, the average junctional area of NMJs increased in old muscle (Figure 2c). In young adult mice, we found the expected strong correlation between the number of PSCs and junctional area in both the EDL and soleus (Figure 2d,f). To examine this relationship during aging, we grouped data from middle‐aged and old mice. We then binned NMJs with four or less PSCs separately from those with five or more PSCs. We found that aged EDL NMJs with four or less PSCs maintained the expected correlation, but this correlation broke down at NMJs with five or more PSCs (Figure 2e). In soleus NMJs, however, we found that PSC number and junctional area correlated regardless of the number of PSCs at a given NMJ (Figure 2g). These data further show that the effects of aging on PSCs and the NMJ differ between the EDL and soleus muscles.

**FIGURE 2:**
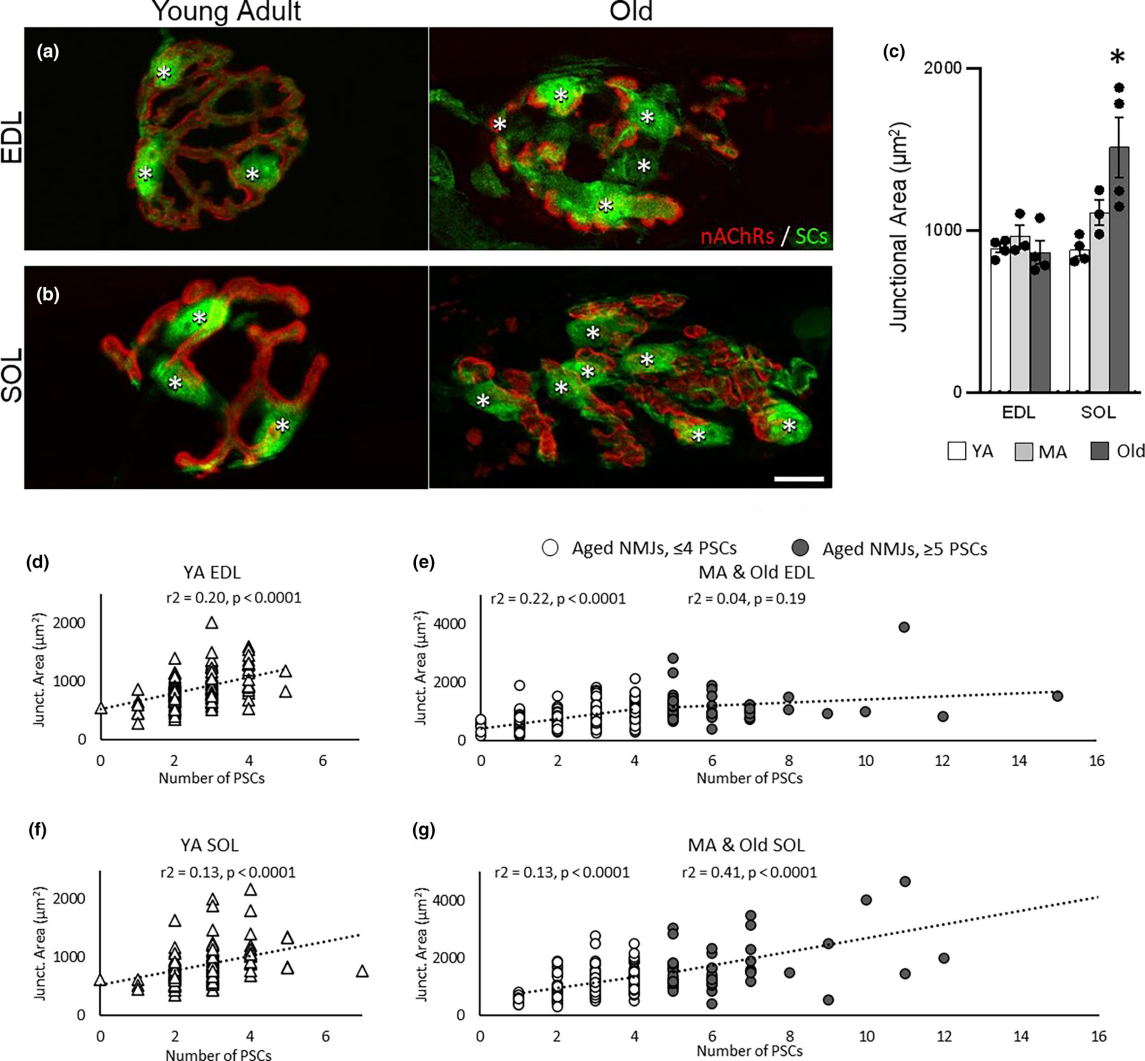
Age‐related increases in PSC numbers correspond with junctional area expansion in the soleus but not EDL. (a,b) Representative images of fBTX‐labeled postsynaptic junctional area and GFP‐labeled PSCs (green, asterisks) in young adult and old EDL (a) and soleus (b) of S100β‐GFP mice. (c) Average junctional area in young adult (YA), middle aged (MA) and old EDL and soleus. Values represented as mean ± SEM and data points represent individual mice; *n* = 3–4. *p < 0.05 versus young adult, one way ANOVA with Bonferroni post hoc. (d,f) Linear regression analysis of junctional area and PSC number in young adult EDL (d) and soleus (f). (e,g) Linear regression analysis of junctional area and PSC number in middle aged and old EDL (e) and soleus (g). Separate analyses performed on NMJs with four or less PSCs and NMJs with five or more PSCs. Data points represent individual NMJs from four mice (young adult) or seven mice (aged). Triangle = Young Adult NMJ. Open circle = Aged NMJ with 4 or less PSCs. Closed (grey) circle = Aged NMJ with 5 or more PSCs. Scale bar = 10 μm.

### 3.3 Structured spacing of PSCs breaks down during aging

In healthy, young adult NMJs, PSCs maintain an orderly spatial distribution regardless of number at a given NMJ (Castro et al., 2020). To determine if aging alters the spatial arrangement of PSCs, we used the nearest neighbor regularity index (NNRI) analysis to measure the ordered spacing of PSCs in young and aging NMJs (Cook, 1996). The NNRI evaluates the variability in distances between each PSC and its nearest neighboring PSC by dividing the average nearest neighbor distance by the standard deviation of nearest neighbor distances (Cook, 1996), where increased variability associated with loss of ordered distribution results in lower NNRI values. We found a trend towards lower NNRI values, indicating a loss of ordered spatial distribution, in PSCs of the aged EDL, and a significant decrease in NNRI in PSCs of the aged soleus (Figure S3). These findings suggest that PSCs may lose signals during aging that specify their orderly spatial distribution.

### 3.4 PSCs preferentially increase at NMJs with age‐related features

With aging, many NMJs in the soleus and EDL muscles acquire a number of morphological features in both the postsynaptic and presynaptic regions (Valdez et al., 2010, 2012). We thus asked whether PSCs preferentially increase at NMJs with age‐related features using S100β‐GFP;thy1‐CFP mice. In these mice, SCs are labeled with GFP and motor axons with CFP (Figure 3a–c and Figure S4a–c). As previously shown (Taetzsch & Valdez, 2018), we observed significant increases in the number of postsynaptic nAChR fragments, blebs, axonal sprouts, and number of polyinnervated NMJs in both the EDL (Figure 3d) and soleus (Figure 3f) of aging S100β‐GFP;thy1‐CFP mice. We further showed that the percentage of fBTX‐labeled receptor area without an innervating axon increased in old EDL muscles (Figure S5). These analyses again reveal that NMJs are affected by aging earlier and more severely in the EDL compared to the soleus.

**FIGURE 3:**
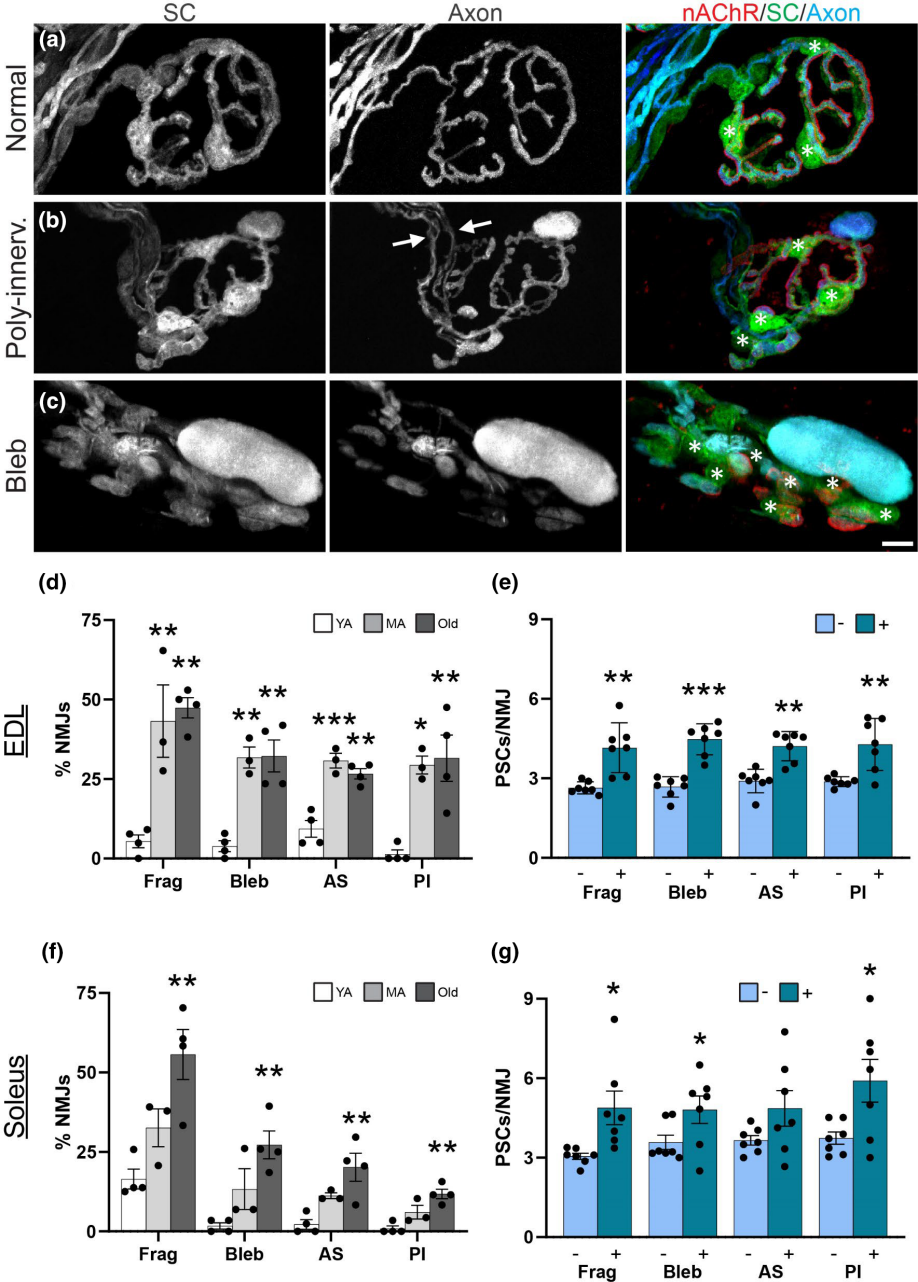
Perisynaptic Schwann cells (PSCs) preferentially increase at NMJs with age‐related features. (a–c) Representative images of GFP‐labeled PSCs (green, asterisks), CFP‐labeled motor axons (blue) and nAChRs (red) at NMJs without axon abnormalities (a), with polyinnervation (b), and with axonal blebs (c) in the EDL of middle‐aged S100β‐GFP;thy1‐CFP mice. Channel separated, wider‐cropped images with DAPI counterstain are available in Figure S4. (d,f) Percentage of NMJs with abnormalities, including nAChR fragmentation (Frag), axonal blebbing (Bleb), axon terminal sprouting (AS), and polyinnervation (PI), in young adult (YA), middle aged (MA), and old EDL (d) and soleus (f). *p < 0.05, **p < 0.01, ***p < 0.001 versus young adult. One way ANOVA with Bonferroni post hoc; n = 3–4. (e,g) Number of PSCs per NMJ with (+) or without (−) abnormalities in middle aged and old EDL (e) and soleus (g). *p < 0.05, **p < 0.01, ***p < 0.001, paired, 2‐sided *t* test. Values represented as mean ± SEM; *n* = 7. Scale bars = 10 μm.

To determine the relationship between the number of PSCs and age‐related changes at NMJs, we pooled NMJs from middle‐aged and old mice and then separated them by whether they have or lack an age‐related phenotype. We found that PSCs are more abundant at NMJs exhibiting fragmentation, blebbing, and polyinnervation compared to NMJs lacking an age‐induced phenotype in both the EDL (Figure 3e) and soleus muscle (Figure 3g). We also found that PSCs are more abundant at NMJs with axonal sprouts in the EDL muscle (Figure 3e). This was not the case in the soleus where we found a similar number of PSCs in NMJs with and without axonal sprouts (Figure 3g). Together, these data show that age‐related changes at NMJs consistently occur at an earlier age in the EDL compared to the soleus muscles, and that there is a relationship between age‐related abnormalities of the NMJ and number of PSCs.

### 3.5 PSCs form processes during aging that precede axonal sprouts

Sprouting of the axon terminal, which is an important regenerative function to restore synaptic contact on denervated NMJs, has been previously identified in aging muscle tissue (Li et al., 2011; Valdez et al., 2010, 2012). Axonal sprouting leads to polyinnervation of NMJs, which can degrade the fidelity of motor commands due to muscle fibers receiving information from at least two instead of only one motor neuron (Valdez et al., 2012). On the contrary, axonal sprouting leads to reinnervation of muscle fibers denervated during aging, referred to as “compensatory reinnervation,” which is critical for attenuating muscle atrophy and loss of motor function (Luff, 1998; Soendenbroe et al., 2021; Vandervoort, 2002). Given that axonal sprouts are guided by PSC processes following nerve injury (Son & Thompson, 1995a, 1995b), we sought to determine if PSCs also form processes during aging and whether they are associated with axonal sprouts. To do so, we measured GFP+ and/or CFP+ extensions away from the nAChRs. We defined a PSC process as an extension 3 μm or longer in length extending away from the NMJ (Figure 4a and Figure S6a). It was common to find NMJs with PSC processes without an accompanying axonal sprout between 3 and 10 μm in young adult EDL and soleus muscle, and the incidence of such processes did not change with age in either muscle (Figure 4c). PSCs with processes lacking an axonal sprout greater than 10 μm were rare in young adult muscles. However, the frequency of NMJs with PSC processes greater than 10 μm increased with age in both muscles, although sooner in the EDL (Figure 4D). We next sought to determine the relationship between PSC processes and motor axon sprouts. PSC processes associated with axonal sprouts occurred in young adult mice, though they were not common (Figure S6c). With increasing age, however, the percent of NMJs with PSC processes associated with axonal sprouts (Figure 4b and Figure S6b) significantly increased in both the EDL and soleus muscles (Figure 4e). Though we frequently observed PSC processes without axonal sprouts, we seldom found an axonal sprout without a PSC process at any age (Figure 4f). These data suggest that PSCs form processes prior to motor axons elaborating sprouts.

**FIGURE 4:**
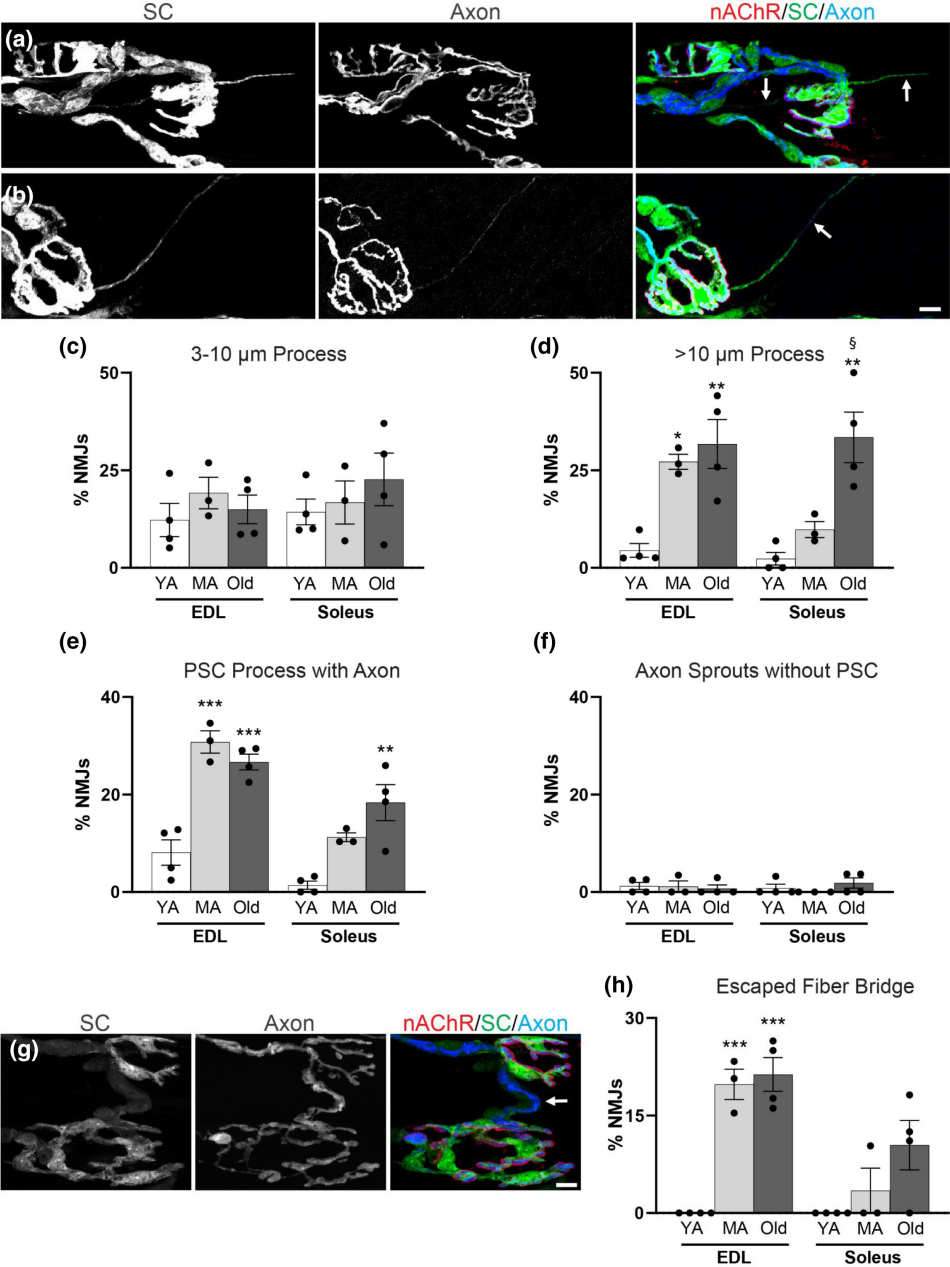
Increased PSC processes and escaped fiber bridges are present at aged NMJs. (a,b) S100β‐GFP;thy1‐CFP EDL NMJs in which PSCs are labeled with GFP (green), motor axons are labeled with CFP (blue) and nAChRs are labeled with fBTX (red). (a) Representative image of a middle‐aged EDL NMJ extending PSC processes lacking axonal sprouts (arrows). (b) Representative image of a middle‐aged EDL NMJ extending a PSC process containing an axonal sprout (arrow). Channel separated, wider‐cropped images with DAPI counterstain available in Figure S6 (a,b). Average percentage of NMJs with 3–10 μm PSC processes (c) and > 10 μm PSC processes (d) in young adult (YA), middle aged (MA) and old EDL and soleus. (e,f) Percentage of NMJs with PSC processes associated with an axon terminal sprout (e) and percentage of NMJs with axon terminal sprouts that are not associated with a PSC process (f) in young adult (YA), middle aged (MA) and old EDL and soleus. (g) Representative image of an escaped fiber bridge in middle‐aged S100β‐GFP;thy1‐CFP EDL. Channel separated, wider‐cropped images with DAPI counterstain available in Figure S6 (d). Percentage of NMJs with escaped fiber bridges in young adult (YA), middle aged (MA) and old EDL and soleus. *p < 0.05, **p < 0.01, ***p < 0.001 versus young adult. ^§^ *p* < 0.05 versus middle aged. One way ANOVA with Bonferroni post hoc. Values represented as mean ± SEM; *n* = 3–4. Scale bar = 10 μm.

Following nerve injury, PSC processes extend from one NMJ to another, creating a “bridge” through which an axonal sprout can grow (Kang et al., 2019; Son & Thompson, 1995a, 1995b). Previous investigations of the physiology of aged muscles have suggested that an axonal sprout connected to another NMJ by a PSC process, called an “escaped fiber bridge,” is a common feature of aging muscle (Gordon et al., 2004). We therefore explored the extent to which the phenomenon of escaped fiber bridges exists at the morphological level (Figure 4g and Figure S6d). Escaped fiber bridges were not found in young adult EDL or soleus muscles. During aging, however, many NMJs became associated with an escaped fiber bridge in both muscles (Figure 4h). These data show that PSCs contribute to compensatory reinnervation by forming processes to increase the number of escaped fiber bridges during aging. Through this cellular change, PSCs likely contribute to the increased incidence of polyinnervated NMJs and larger motor unit size in aged muscles.

### 3.6 Electron microscopy reveals process abnormalities and axon engulfment by aged PSCs

We used transmission electron microscopy (EM) to better discern the relationship between aged PSCs and NMJs. We examined NMJs in the EDL muscle of 3‐ and 29‐month‐old wild‐type mice. In the young adult mouse, we examined 17 images of NMJs and most exhibited the expected architectural features that include PSCs completely capping the presynapse (Figure 5a–c and Figure S7). By contrast, PSCs and the NMJ exhibited several morphological abnormalities in the old mouse, in which we examined 13 images of NMJs. Aged PSCs only partially capped the presynapse (Young adult = 1 of 17; Old = 6 of 13) (Figure 5g) and processes were instead found either intruding into the synaptic cleft (Young adult = 1 of 17; Old = 12 of 13) or extending to reach another synaptic region (Young adult = 0 of 17; Old = 1 of 13) (Figure 5g). Aged PSCs also partially or fully engulf pieces of axon (Young adult = 0 of 17; Old = 4 of 13), suggesting that aged PSCs may be more phagocytic (Figure 5d,f). Other abnormalities observed at the aged NMJs include disorganized secondary folds, fragmentation of the postsynaptic membrane, and the plunging of the axon terminal along with PSC processes into the myofiber (Figure 5e,f, Figures S8a,b and S9a,b). These data corroborate our light microscopy analysis and published findings (Boaro et al., 1998; Chai et al., 2011; Kawabuchi et al., 2001; Wokke et al., 1990) demonstrating that PSCs and NMJs acquire deleterious structural features during aging.

**FIGURE 5:**
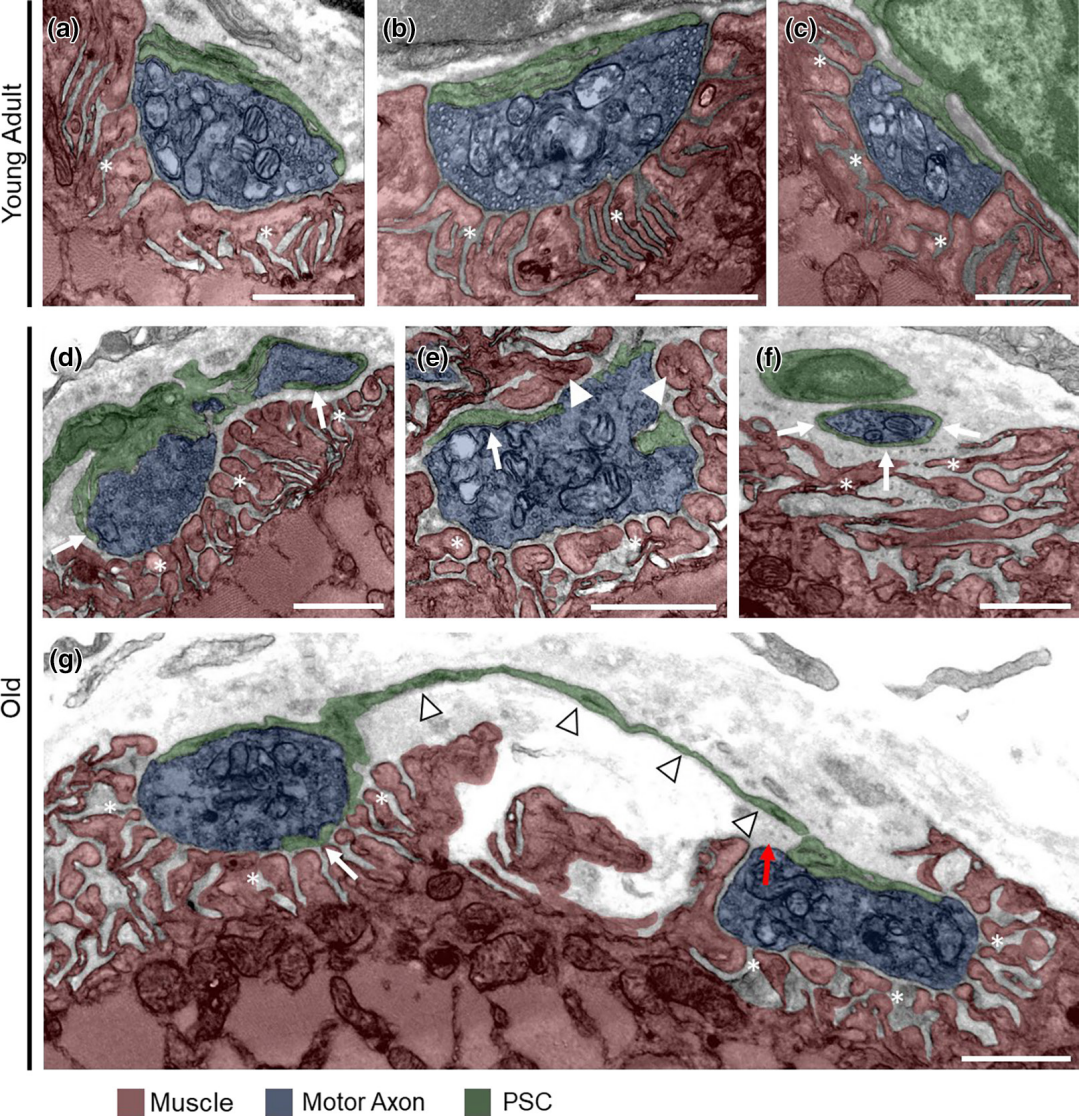
Aged PSCs visualized by electron microscopy. (a‐c) Representative images of young adult NMJs. (d) Old NMJ in which PSC processes (arrows) are extending into the synaptic cleft. (e) Old NMJ in which muscle (arrowhead) mostly surrounds the presynapse, and PSC processes extend between the muscle and presynapse (arrow). (f) Old NMJ in which a PSC process (arrows) surrounds an axon terminal that is retracting from the postsynapse. (g) Old NMJ in which a PSC sprout (arrowheads) connects two presynaptic regions, PSC processes extend between the muscle and presynapse (white arrow), and part of the rightmost part of the presynapse is not fully capped by the PSC (red arrow). Asterisks indicate postsynaptic area. Scale bars = 1 μm.

### 3.7 Migrating SCs contact aged NMJs

During the course of analyzing S100β‐GFP positive PSCs, we found GFP‐positive cells residing outside of, yet contacting, NMJs via processes that resemble those formed by PSCs (Figure S10a). These cells resemble a population of SCs that appear during regeneration of injured nerves (Kang et al., 2019; Reynolds & Woolf, 1992), though it is unclear whether the population we observed in aged tissue is the result of a similar phenomenon. Here, we use the term “migrating Schwann cells (SCs)” to describe SCs that have cell bodies which clearly reside outside the NMJ, with one process contiguous with the NMJ and one process leading away from the NMJ, in contrast with PSCs, which have somata that lie directly over the acetylcholine receptors. In the EDL, these migrating SCs were rare in young adults but then significantly increased during aging, plateauing by middle‐age (Figure S10b). In the soleus, migrating SCs were also rare in young adults but progressively increased during aging (Figure S10b). Migrating SCs resided at a similar distance from the end plate in both EDL (29.1 ± 3.9 μm) and soleus (30.5 ± 5.3 μm) muscles and ranged from a couple of microns away from the NMJ to over 175 microns away.

### 3.8 Molecular mechanisms disrupted in aged PSCs

We profiled the transcriptome of PSCs and all other muscle‐resident SCs using RNA sequencing to identify candidates with roles in PSCs aging. We used fluorescence‐activated cell sorting (FACS) to isolate PSCs and other SCs from S100β‐GFP;NG2‐DsRed mice. In these transgenic mice, PSCs are specifically labeled by the combined expression of GFP and DsRed while other SCs are only labeled with GFP (Castro et al., 2020). We collected PSCs and other SCs from hindlimb muscles of young adult (4–5 months) and old (23–24 months) female mice and performed bulk RNA‐seq. 

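PSCs and other SCs were sorted from 6 young adult and 6 old mice, which gave 24 libraries with 6 in each group. Within an age, the PSC and SC libraries with the same replicate number came from the same mouse, although the animal code of young adult replicate 3 differs between its PSC and SC labels. The deposited value for each gene and library is an estimated count that the authors had divided by a size factor after removing genes with low counts. Both steps had been done separately for the old and the young adult libraries, which list 23189 and 20910 genes, with 20481 in both. The main text of the paper does not name the aligner, the counting tool or the genome build, and its Appendix S1 was not used here. Among genes with a single annotated transcript, 76.5 to 99.3% of the low values of a library were whole multiples of the same step, and this step was taken as the value of 1 read. On that basis, the median library held 16815660 reads in old PSCs (2908743 to 22788019) and 11485686 reads in young adult PSCs (5008626 to 21865925). The median library held 18583274 reads in old SCs (11970045 to 24504569) and 19930157.5 reads in young adult SCs (10986045 to 24321275). All 24 libraries were then scaled together by the trimmed mean of M-values, and log2(normalized count + 3) was tested with limma. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of more than 1 in either direction. Because the ages had been normalized separately, a factor that the authors' processing gave a gene in one age would remain in a comparison of old with young adult cells. Such a factor would cancel between PSCs and other SCs of the same age. Gene positions are those of GENCODE M21 on GRCm38, matched by gene symbol.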

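In young adult mice, 2697 of the 16303 genes tested differed between PSCs and other SCs, of which 957 were higher and 1740 were lower in PSCs. In old mice, 3167 of the 18451 genes tested differed, with 1634 higher and 1533 lower in PSCs. The 6 PSC and 6 SC libraries did not overlap for 1993 genes (12.2%) in young adult mice and for 1936 genes (10.5%) in old mice, where chance gives 0.22%. Col20a1, whose exons overlap those of BX649560.1, had the largest rise in PSCs at both ages. Rises and falls are ranked among DEGs with a mean log2 CPM of at least 3 whose groups did not overlap, and DEGs outside these limits had larger changes than some of those named. It had 55379 ± 22590 normalized counts (SD, n = 6) in young adult PSCs and 80.4 ± 20.3 (SD, n = 6) in young adult SCs. The log2 fold change of Col20a1 was 9.31 in young adult mice (standard error 0.289, adjusted p = 2.09e-11 from limma with Benjamini-Hochberg adjustment) and 9.22 in old mice (standard error 0.298, adjusted p = 9.11e-12 from the same test). The next largest rises in young adult mice were those of Bche and Cpm, with log2 fold changes of 7.61 and 7.58, and in old mice those of Acta2 and Cnn1, with 7.60 and 7.44. Retnla, Ear2 and Ccl6 had the largest falls in young adult PSCs, with log2 fold changes of −8.80, −8.38 and −8.30. In old PSCs these were Igkc, Gm6377 and Mgl2, with log2 fold changes of −6.88, −6.08 and −5.74, while Ear2, at −6.22, was under that level. Transcripts of 22 macrophage marker genes summed to a median of 77998.5 CPM in young adult SCs and 100465.5 CPM in old SCs, against 12980.5 CPM in young adult PSCs and 15275 CPM in old PSCs. Lyz2 alone had a mean of 11100 CPM in young adult PSCs, so the sum there mostly reflects 1 gene. The median log2 fold change of the 22 markers in PSCs against other SCs was −6.15 in young adult and −4.45 in old mice. Between old and young adult PSCs it was 2.01, with 22 of 22 higher and 0 DEGs. Array quality weights, an alternative chosen after seeing the data, moved the number of DEGs most, to 3859 in young adult and 3933 in old mice. Of the 3859, 1601 were higher in young adult PSCs, as were 1550 of 3721 without young adult PSC replicate 6.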

As expected, we found that PSCs have a unique transcriptional signature compared to other SCs (i.e., S100β^+^;NG2^−^ cells) in both young adult and aged mice (Figure S11a,c). These include elevated expression of S100β and NG2 (aka Cspg4) as well as other previously identified markers of PSCs (Castro et al., 2020) in young and old PSCs compared to age‐matched SCs (Figure S11b,d).

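S100b lies on chromosome 10 from 76253853 to 76261159 and Cspg4, which encodes NG2, on chromosome 9 from 56865033 to 56899870. In young adult mice, S100b had 1844 ± 441 normalized counts (SD, n = 6) in PSCs and 154 ± 64.2 (SD, n = 6) in other SCs. This was a log2 fold change of 3.61 (standard error 0.325, adjusted p = 8.04e-07 from limma with Benjamini-Hochberg adjustment). In old mice, S100b had 1004 ± 346 normalized counts (SD, n = 6) in PSCs and 66.4 ± 40.1 (SD, n = 6) in other SCs, and its log2 fold change was 4.12 (standard error 0.487, adjusted p = 1.49e-05 from the same limma test). Cspg4 had 22533 ± 14991 normalized counts (SD, n = 6) in young adult PSCs and a median of 556 (498 to 990) in young adult SCs, with a log2 fold change of 4.95 (standard error 0.368, adjusted p = 1.23e-07, limma). In old mice, Cspg4 had 12262 ± 3272 normalized counts (SD, n = 6) in PSCs and 512 ± 145 (SD, n = 6) in other SCs, with a log2 fold change of 4.58 (standard error 0.252, adjusted p = 2.5e-09, limma). For both genes and both ages, every PSC library was above every SC library (two-sided exact permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow). Of 10 genes that mark Schwann cells, S100b included, 10 were higher in PSCs than in other SCs at either age, with a median log2 fold change of 4.44 in young adult and 4.26 in old mice. Of these, 8 were DEGs in young adult mice and 9 in old mice.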

Our comparison of the transcriptional profiles of young versus aged PSCs revealed over 70 differentially expressed genes (DEGs) in aged PSCs (Figure 6a). 

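With the old and young adult libraries scaled together, 0 of the 17549 genes tested in PSCs passed both limits, and the smallest adjusted p was 0.414 (limma with Benjamini-Hochberg adjustment). Genes listed for a single age, 2708 in old and 429 in young adult libraries, could not be tested for a change with age in PSCs or other SCs. At an unadjusted p under 0.05 there were 1087 genes, where chance alone gives 877. The old and young adult libraries did not overlap for 98 genes (0.6%), and chance gives 0.22%. In simulated libraries with the means and sizes of the PSC libraries, the same test found 89 of 200 genes changed by a log2 fold change of 2 and 173 of 200 genes changed by 4, with 7 and 13 wrong calls. It made 0 calls when no gene had been changed. The changed genes were drawn only from those above a minimum mean level. These rates therefore do not cover genes at low levels, such as Casr, Tlr5, Avpr1b and Lep. Genes were simulated independently, so shifts shared by many genes of a library, as in the real data, were not part of the simulation. Estimating the spread from all 4 groups in 1 fit moved the result most, to 34 DEGs, of which 32 were higher in old PSCs. The median log2 fold change of all genes was 0.19 here, 0.21 with median-of-ratios scaling and 0.30 with upper-quartile scaling. It was 0.023 without young adult PSC replicate 6 and 0.095 with array quality weights, chosen after seeing the data, so this shift rests largely on 1 library.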

Aged PSCs presented with changes in canonical pathways related to phagocytosis and cytokine signaling, based on ingenuity pathway analysis (IPA) (Figure 6b). They also exhibited alterations underlying cellular functions such as motility, intercellular signaling, cell death, and survival (Figure S12a). However, aged PSCs did not exhibit alterations in genes with roles in synapse formation and function (Figure S12b). 

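Ingenuity pathway analysis was not used here, and the pathways were examined through 8 gene lists, each tested in PSCs and in other SCs with camera, limma's gene set test. Of 27 genes with roles in phagocytosis by macrophages, 26 were higher in old than in young adult PSCs. Their median log2 fold change was 1.89, and the values ranged from −0.03 for Cyba to 3.27 for Marco. The list stood apart from the other genes at a preset correlation between genes of 0.01 (camera p = 1.4e-10, or 1.12e-09 after Benjamini-Hochberg adjustment over the 16 tests). With the correlation estimated from the data, p was 0.0644, and limma's rotation test fry gave 0.0294, or 0.077 after the same adjustment, so neither placed the list past 0.05 after adjustment. Of the 27 genes, 0 were DEGs over all genes tested and 0 when adjusted over the list alone, while 13 had an unadjusted p under 0.05. Leaving out old PSC replicate 1 lowered the median log2 fold change to 1.23. Markers of macrophages rose by as much in PSCs, with a median log2 fold change of 2.01 and 22 of 22 higher. Over the 21 of them that the paper does not name, leaving out the same library lowered the median from 1.97 to 1.25. The values do not set the list apart from macrophage transcripts in general. In other SCs, 24 of the 27 genes were higher in old mice, with a median log2 fold change of 0.61, or 0.37 without old SC replicate 1. There, 0 of the 27 genes were DEGs, 10 had an unadjusted p under 0.05 and 3 passed when adjusted over the list alone. The camera p in other SCs was 2.56e-05, but it was 0.256 with an estimated correlation, and fry gave 0.12. For the 27 genes the difference between the age effects in PSCs and other SCs had a median of 1.14, with 25 of 27 above 0 (camera p = 0.000412, fry p = 0.164, two-sided exact permutation of the 12 mice on the mean of the list p = 0.0671).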

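The gene list of Figure S12b was not used here, and 30 genes with roles in synapse formation and function were chosen in its place. In PSCs, 0 of the 30 genes were DEGs, 4 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. Of the 30 genes, 12 were higher in old PSCs. The median log2 fold change of the list was −0.20, below the median of all genes in PSCs, and −0.09 without old PSC replicate 6 or with upper-quartile scaling. This shift had a camera p of 0.000749 (0.0015 after Benjamini-Hochberg adjustment over the 16 list tests) and a p of 0.00539 with the correlation between genes estimated from the data. The rotation test fry gave 0.0433, or 0.077 after adjustment.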

Examination of the impact of aging on the transcriptional composition of other SCs showed over 936 DEGs in aged compared to young SCs (Figure 6c). This included DEGs that have been previously shown (Painter et al., 2014; Verdier et al., 2012) to be altered in aged SCs isolated from sciatic nerves (Table S1). 

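In other SCs, 21 of the 17193 genes tested were DEGs, of which 11 were higher and 10 were lower in old mice. At an unadjusted p under 0.05 there were 3262 genes, against 860 by chance, and for 261 genes (1.5%) the old and young adult libraries did not overlap. C6 (chromosome 15, 4727175 to 4814967) had the largest rise of a DEG, from 35.3 ± 21.5 normalized counts (SD, n = 6) in young adult SCs to 588 ± 312 (SD, n = 6) in old SCs. Its log2 fold change was 3.92 (standard error 0.415, adjusted p = 0.000486 from limma with Benjamini-Hochberg adjustment). Ms4a4c, whose exons overlap those of Gm5692, had a log2 fold change of 2.60 (standard error 0.369, adjusted p = 0.00728, limma). Among DEGs with a mean log2 CPM of at least 3 whose groups did not overlap, the largest falls were those of Sparc, Col1a2 and Kdelr3, with log2 fold changes of −2.26, −2.09 and −2.07 and adjusted p-values of 0.0318, 0.037 and 0.0462 (limma). Sparc fell from 37380 ± 15748 normalized counts (SD, n = 6) to 8242 ± 3691 (SD, n = 6), and exons of Kdelr3 overlap those of Ddx17. All 12 genes of a list of fibroblast markers, Col1a2 among them, were lower in old SCs, with a median log2 fold change of −1.97. The number of DEGs moved most with array quality weights, chosen after seeing the data, which gave 290. It was 104 without old SC replicate 6 and 4 without old SC replicate 4. With upper-quartile scaling, 22 of 26 DEGs were higher in old SCs, and with median-of-ratios scaling 14 of 19, while it was 1 of 7 with all 4 groups in 1 fit, 9 of 34 with the replicate number as a block and 115 of 290 with array quality weights.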

Ingenuity pathway analysis showed that cytokine signaling and cell signaling are among top upregulated canonical pathways (Figure 6d) and cellular functions (Figure S12c), respectively, in old compared with young SCs.

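The 8 cytokine signaling genes that Figure 6f shows for other SCs were higher in old than in young adult SCs, with a median log2 fold change of 1.76 and values from 1.27 for Cxcl9 to 2.58 for Ccl8. Over all genes tested 1 of the 8 was a DEG, and adjusted over the list alone all 8 passed, which is not independent evidence because the study chose the list on these samples. On the same chosen list, camera gave p = 3.44e-09 (1.83e-08 after Benjamini-Hochberg adjustment over the 16 list tests), and the call held with an estimated correlation (p = 0.00308) and with fry (p = 6.94e-05). Ccl8 (chromosome 11, 82115185 to 82116799) had 6167 ± 4128 normalized counts (SD, n = 6) in old SCs and 927 ± 356 (SD, n = 6) in young adult SCs (standard error of the log2 fold change 0.4, adjusted p = 0.0235 from limma with Benjamini-Hochberg adjustment). Tnfsf13, whose exons overlap those of Tnfsf13os and Tnfsfm13, and Tnfsf10 had log2 fold changes of 2.10 and 1.76, each with an adjusted p of 0.0676 (limma). For Ccl8, Tnfsf13 and Tnfsf10, every old library was above every young adult library.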

**FIGURE 6:**
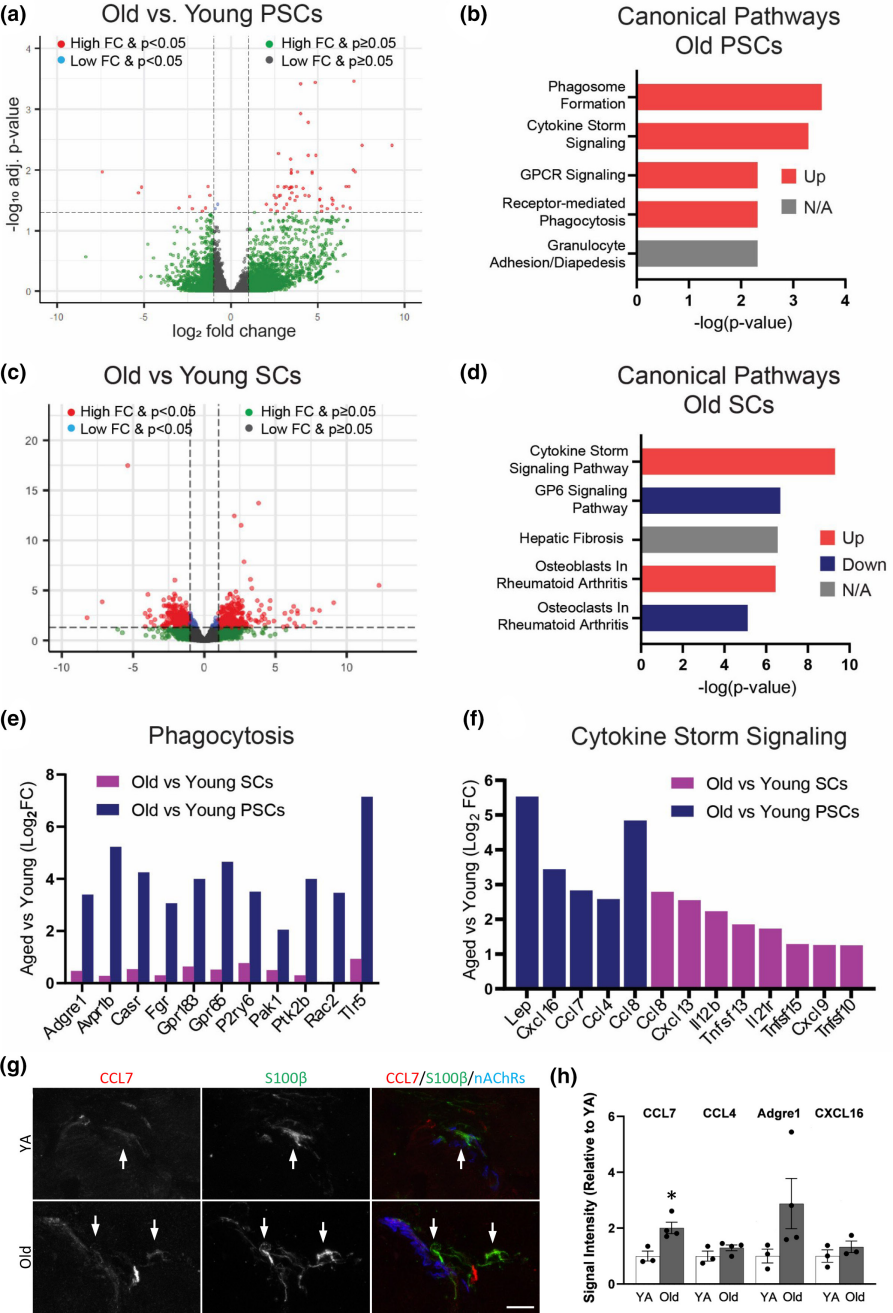
Transcriptomic analysis of aged Schwann cells and PSCs. (a) Volcano plot of gene expression changes in PSCs isolated from skeletal muscles of old versus young adult S100β‐GFP;NG2‐DsRed mice. (b) Top upregulated canonical pathways in old versus young adult PSCs. (c) Volcano plot of gene expression changes in other Schwann cells isolated from skeletal muscles of old versus young adult S100β‐GFP;NG2‐DsRed mice. (d) Top upregulated canonical pathways in old versus young adult Schwann cells. (e) Analysis of changes in expression of genes involved in phagocytosis in old SCs or PSCs, as compared to their young adult counterparts. (f) Cytokine signaling genes that encode secreted signaling factors, as identified by IPA, that are significantly upregulated in old PSCs or SCs, as compared to their young counterparts. (g) Representative images of CCL7 and S100β staining colocalization (arrows) in TA cross sections collected from young adult and old wild type mice. S100β^+^ PSCs were identified by their proximity to fBTX‐labeled nAChRs. (h) Quantification of CCL7, CCL4, Adgre1, and CXCL16 fluorescence intensity in S100β‐labeled PSCs obtained from IHC of TA cross sections collected from young adult and old wild type mice. *p < 0.05 versus young adult, unpaired, 2‐sided *t* test. Values represented as mean ± SEM; *n* = 3–4. Scale bar = 10 μm.

We next asked whether DEGs and pathways in aged PSCs differed from aged SCs. Genes related to phagocytosis were found to be altered only in aged PSCs (Figure 6e). 

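All 11 phagocytosis genes of Figure 6e were higher in old than in young adult PSCs, with log2 fold changes from 2.05 for Rac2 and 2.34 for Fgr to 3.92 for Ptk2b. Their median log2 fold change was 2.56, or 2.83 with Avpr1b and Tlr5, whose young adult PSC libraries were all at or under 3 reads, set to their lower bounds. Over all genes tested, 0 of the 11 were DEGs, and adjusted over the list alone all 11 passed, which is not independent evidence because the study chose the list on these samples. With the same reservation, the list stood apart from the other genes (camera p = 3.65e-17, or 5.84e-16 after Benjamini-Hochberg adjustment over the 16 list tests), also with an estimated correlation (p = 0.001) and with fry (p = 0.00011). With each library left out in turn, the median lay between 2.16, without old PSC replicate 1, and 2.95. In other SCs, 10 of the 11 genes were higher in old mice, with a median log2 fold change of 0.44 (0.27 without old SC replicate 1) and 0 DEGs, while 2 genes had an unadjusted p under 0.05. The camera p in other SCs was 0.0124, but it was 0.231 with an estimated correlation, and fry gave 0.0981. The difference between the age effects in PSCs and other SCs had a median of 2.05 on the log2 scale, with 11 of 11 genes above 0, and no p is given for the list because the study chose its genes as altered in PSCs only. Of the 11 genes, 9 passed for this difference when adjusted over the list alone and 0 over all genes tested. The level of 21 macrophage markers in the PSC library, as a percent of that in the SC library of the same mouse, was 41.7% in old replicate 1, 2.05 to 4.27% in the other old mice and 0.974 to 2.86% in young adult mice.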

Aged PSCs presented with elevated expression of *Casr*, *Adgre1*, *Tlr5*, and other genes that mediate phagocytosis in macrophages. 

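Casr (chromosome 16, 36493696 to 36562141) had 53.1 ± 27.9 normalized counts (SD, n = 6) in old PSCs and 2.78 ± 4.32 (SD, n = 6) in young adult PSCs, of which 4 libraries were at or under 3 reads. Its log2 fold change was 3.40 (standard error 0.667), with all 6 old libraries above all 6 young adult libraries (two-sided exact permutation test, p = 0.00216) and an adjusted p of 0.414 (limma with Benjamini-Hochberg adjustment). In other SCs, Casr had a log2 fold change of 0.20 (standard error 0.562). Adgre1 (chromosome 17, 57358691 to 57483527) had 1304 ± 2312 normalized counts (SD, n = 6) in old PSCs and 121 ± 66.6 (SD, n = 6) in young adult PSCs, and the highest old library held 6007. Its log2 fold change was 2.33 (standard error 0.925, two-sided exact permutation p = 0.0455, adjusted p = 0.745 from limma), and 1.59 without old PSC replicate 1. Tlr5 (chromosome 1, 182954788 to 182976044) was listed at 0 in all 6 young adult PSC libraries and had 35.1 ± 47.9 normalized counts (SD, n = 6) in old PSCs. It was at least 8.39-fold higher in old PSCs (two-sided exact permutation test, p = 0.0152), or 4.36-fold without old PSC replicate 1. Avpr1b was at least 4.11-fold higher. Ptk2b had 410 ± 478 normalized counts (SD, n = 6) in old PSCs and 24.4 ± 26.4 (SD, n = 6) in young adult PSCs. Old PSC replicate 1 held 1372.8 of Ptk2b, against 130.9 to 340.8 in the other old PSC libraries.

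**Figure D1:**
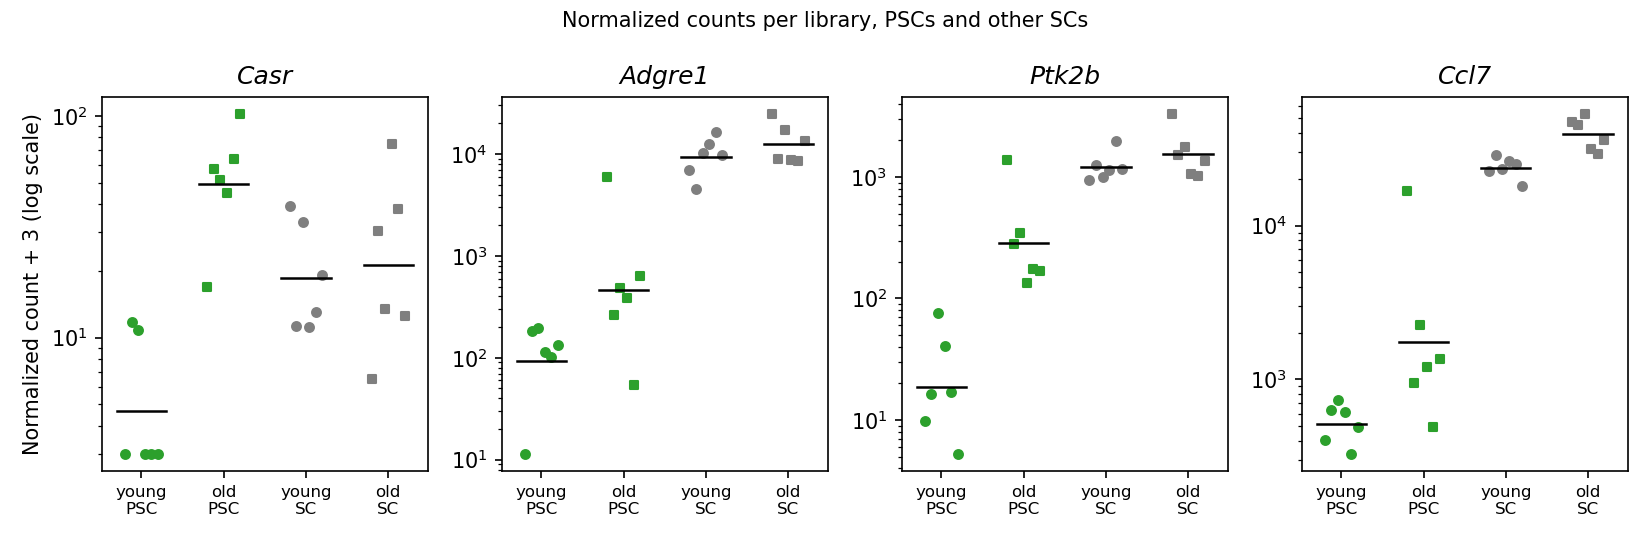
Normalized counts + 3 on a log axis for Casr, Adgre1, Ptk2b and Ccl7, with 1 point per library, PSCs in green and other SCs in gray, young adult as circles and old as squares, and a line at the geometric mean of each group. All 6 old PSC libraries lie above all 6 young adult PSC libraries for Casr and Ptk2b, while for Adgre1 and Ccl7 the groups overlap.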

Genes suspected or shown to mediate SC phagocytosis (Lutz et al., 2017) were not statistically altered in aged PSCs (Figure S12d). However, it is worth noting that aged PSCs express lower levels of *megf10* (Log_2_ FC = −1.12), which is highly enriched in young and aged PSCs compared to other SCs, and is a well‐known modulator of orderly spatial distribution and phagocytic activity of glial cells in the CNS (Chung et al., 2013; Kay et al., 2012). These findings suggest that phagocytosis may be a function that is uniquely altered in aged PSCs among all SCs. Additionally, this analysis revealed that aged PSCs and SCs upregulate different genes related to cytokine signaling (Figure 6f and Figure S12e). 

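The gene list of Figure S12d was not used here, and 13 genes linked to phagocytosis by Schwann cells were chosen in its place. In PSCs, 9 of the 13 genes were higher in old mice, the median log2 fold change was 0.40, and 0 genes were DEGs. A single gene had an unadjusted p under 0.05 and passed when adjusted over the list alone, and camera gave an adjusted p = 0.981 for the list. The median was 0.21 without old PSC replicate 1, old PSC replicate 6 or young adult PSC replicate 6. In other SCs, 4 of the 13 genes were higher in old mice, with a median log2 fold change of −0.33, 0 DEGs and 3 genes at an unadjusted p under 0.05 (camera, adjusted p = 0.351). This median was −0.12 without old SC replicate 5, −0.15 without old SC replicate 2, −0.16 without young adult SC replicate 2 and −0.20 without old SC replicate 4, and −0.17 with upper-quartile scaling. The values in other SCs ranged from −1.30 for Mfge8 to 1.57 for Mertk.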

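Megf10 (chromosome 18, 57133090 to 57297467) had 533 ± 129 normalized counts (SD, n = 6) in old PSCs and 1331 ± 558 (SD, n = 6) in young adult PSCs. Every old library was below every young adult library (two-sided exact permutation test, p = 0.00216). The fitted log2 fold change was −1.26 (standard error 0.306, adjusted p = 0.536 from limma with Benjamini-Hochberg adjustment), and the log2 ratio of the group means was −1.32. With each library left out in turn, the fitted value lay between −1.36 and −1.08. In other SCs, Megf10 had 47.2 ± 16.2 normalized counts (SD, n = 6) in old mice and 46.1 ± 23.5 (SD, n = 6) in young adult mice, so that PSCs exceeded other SCs by a log2 fold change of 4.81 in young adult and 3.44 in old mice. The difference between the age effects in PSCs and other SCs was −1.37 on the log2 scale (standard error 0.525, adjusted p = 0.766, limma).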

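The 5 cytokine signaling genes that Figure 6f shows for PSCs (Lep, Cxcl16, Ccl7, Ccl4 and Ccl8) had a median log2 fold change of 2.67 in PSCs, with 5 of 5 higher in old mice. None of the 5 was a DEG over all genes tested, all 5 had an unadjusted p under 0.05, and all 5 passed when adjusted over the list alone, a list the study chose on these samples. For this chosen list camera gave p = 9.01e-07 (3.61e-06 after Benjamini-Hochberg adjustment over the 16 list tests), with p = 0.00285 under an estimated correlation and p = 0.000559 under fry. Leaving out old PSC replicate 1 lowered the median to 1.98. In other SCs, the same 5 genes had a median log2 fold change of 0.73, and 1 of them, Ccl8, was a DEG. The 8 genes that the figure shows for other SCs were all higher in old PSCs as well, with a median log2 fold change of 1.44, 0 DEGs and 2 genes at an unadjusted p under 0.05. The difference between the age effects in PSCs and other SCs had a median of 1.52 for the 5 genes, of which 1 had an unadjusted p under 0.05, and −0.27 for the 8 genes, of which 0 did. As the study chose both lists on these samples, no p is given for them, and 0 genes of either list passed over all genes tested. Lep (chromosome 6, 29060220 to 29073877) had 71.7 ± 102 normalized counts (SD, n = 6) in old PSCs and 1.86 ± 3.4 (SD, n = 6) in young adult PSCs. Old PSC replicate 6 held 270 of Lep, against 0 to 74.4 in the other old PSC libraries. Ccl8 had a log2 fold change of 3.71 in PSCs (standard error 0.9, adjusted p = 0.536 from limma), with every old library above every young adult library. From the genes that changed in PSCs and not in other SCs, the paper proposes that phagocytosis may be altered in aged PSCs alone among SCs.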

We also examined aged PSCs and SCs for changes in genes differentially expressed by SCs following nerve injury and with roles in nerve repair and axonal regeneration (Jessen & Mirsky, 2016; Ma et al., 2018). We found that the majority of these genes were not differentially expressed in either aged PSCs or SCs (Table S2). 

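The genes of Table S2 were not used here, and 20 genes raised in Schwann cells after nerve injury and 10 myelin genes lowered after it were chosen in their place. Of the 20 raised genes, 16 could be tested in PSCs, and 12 of these were higher in old mice, from −0.52 for Runx2 to 2.34 for Lif. Their median log2 fold change was 0.61, with 0 DEGs, 1 gene at an unadjusted p under 0.05 and 0 when adjusted over the list alone (camera, adjusted p = 0.102), and the median was 0.20 without young adult PSC replicate 6. In other SCs, 5 of the 16 genes tested were higher in old mice, with a median log2 fold change of −0.14 and 0 DEGs, while 5 genes had an unadjusted p under 0.05 (camera, adjusted p = 0.261). This median was −0.35 without old SC replicate 3, −0.24 without young adult SC replicate 6 and −0.06 without young adult SC replicate 1, and it was −0.06 with median-of-ratios and −0.002 with upper-quartile scaling. For the raised genes, the difference between the age effects in PSCs and other SCs had a median of 0.78, with 14 of 17 above 0. Its camera p was 0.0137, or 0.0491 with an estimated correlation, and fry gave 0.0181, none of them adjusted over lists. For this difference, 0 genes passed over all genes tested or over the list alone. The 10 myelin genes were all lower in old PSCs, with a median log2 fold change of −0.67, 0 DEGs, 4 genes at an unadjusted p under 0.05 and 2 when adjusted over the list alone. In other SCs, 1 of the 10 was higher, with a median of −1.37 (−0.88 without old SC replicate 1), 0 DEGs and 6 genes when adjusted over the list alone. The camera p of the myelin list was 1.24e-06 in PSCs and 0.000215 in other SCs, but with an estimated correlation it was 0.0573 and 0.136. The rotation test fry gave 0.0395 and 0.0366, each 0.077 after Benjamini-Hochberg adjustment over the 16 list tests.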

We then utilized immunohistochemistry to examine protein levels for four genes with increased transcript number in aged PSCs: Ccl7, Ccl4, Adgre1 (F4/80), and Cxcl16. 

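Among these genes, Ccl7 (chromosome 11, 82045712 to 82047525) had 3852 ± 6402 normalized counts (SD, n = 6) in old PSCs and 532 ± 152 (SD, n = 6) in young adult PSCs. Its log2 fold change was 1.76 (standard error 0.604, two-sided exact permutation p = 0.013, adjusted p = 0.646 from limma with Benjamini-Hochberg adjustment), and 1.11 without old PSC replicate 1. Ccl4 (chromosome 11, 83662584 to 83664683) had 2704 ± 3935 normalized counts (SD, n = 6) in old PSCs and 446 ± 144 (SD, n = 6) in young adult PSCs. Its log2 fold change was 1.68 (standard error 0.611, two-sided exact permutation p = 0.0325, adjusted p = 0.686 from limma), and 1.09 without old PSC replicate 1. Cxcl16 (chromosome 11, 70453983 to 70459984), whose exons overlap those of Zmynd15, had 1751 ± 2993 normalized counts (SD, n = 6) in old PSCs and 156 ± 92.4 (SD, n = 6) in young adult PSCs. Its log2 fold change was 2.67 (standard error 0.862, two-sided exact permutation p = 0.00866, adjusted p = 0.587 from limma), and 1.98 without old PSC replicate 1. In other SCs, the log2 fold changes of Ccl7, Ccl4 and Cxcl16 were 0.73, 0.15 and 0.79, with exact permutation p-values of 0.00216, 0.695 and 0.169. For Ccl7 every old SC library was above every young adult SC library (adjusted p = 0.135, limma). The levels of the 3 genes were 40287, 36468 and 9390 normalized counts in old SCs.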

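In old against young adult PSCs, the log2 fold change of S100b was −0.91 (standard error 0.285, adjusted p = 0.558 from limma with Benjamini-Hochberg adjustment). Of the 36 pairs of an old and a young adult PSC library, the old one was higher in 3 (two-sided exact permutation test, p = 0.013). With each library left out in turn, the log2 fold change of S100b lay between −1.02 and −0.80. In other SCs, S100b had a log2 fold change of −1.43 (standard error 0.492, adjusted p = 0.163, limma), and the difference between the age effects was 0.52 (standard error 0.617).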

Intensity profiles of the stains for these proteins were compared to the intensity of S100β staining, for which transcript number remain unchanged in old compared with young PSCs, at NMJs of young adult and old TA muscles. Ccl7 protein levels indicated a significant increase in old compared with young PSCs (Figure 6g and Figure 6h), though it is possible that other cells such as macrophages also contribute to the increased levels of Ccl7 at and near the NMJ. Furthermore, this analysis revealed a possible trend towards increased expression, though not statistically significant, of Adgre1 (Figure 6h and Figure S13). Together, these results suggest that both aged PSCs and SCs upregulate genes related to cytokine signaling and adopt a phenotype geared towards recruiting immune cells and repairing axonal damage, as has been reported previously following nerve injury (Jessen & Mirsky, 2016). PSCs are unique; however, in that they upregulate a number of well‐described regulators of phagocytosis which suggest that aged PSCs are increasingly responsible for removing cell debris from the NMJ with age.

## 4 DISCUSSION

The aim of this study was to define the impact of aging on PSCs. We discovered that PSCs are more abundant yet fail to completely cover the presynaptic region of aged NMJs. PSCs also form processes, with some reaching adjacent NMJs in aged mice. We show that while many of these PSC processes were associated with axonal sprouts, axonal sprouts were almost never found without a PSC process. Additional cellular analysis revealed PSCs intruding into the synaptic cleft, losing their organized spatial distribution, and possibly phagocytosing the presynapse. Molecular analysis supported our cellular observations by revealing genes and pathways with potential roles in PSCs and NMJ aging. We found genes and pathways involved in phagocytosis, inflammation, and intercellular signaling altered in aged PSCs. These findings provide insights for the first time about the cellular and molecular mechanisms disrupted in aged PSCs with roles in NMJ degeneration.

### 4.1 PSC increase during aging possibly due to migration of other SCs onto the NMJ

We deployed approaches to indelibly mark and thus faithfully determine the number of PSCs at NMJs in aging mice. We found that PSCs remain at NMJs, and in many cases increase in number, during aging in stark contrast to published studies (Ikemoto‐Uezumi et al., 2022; Snyder‐Warwick et al., 2018). In addition to our thorough analysis of EDL and soleus NMJs, we also surveyed old sternomastoid (STM) muscles with both S100β immunostaining and the S100β‐GFP transgene, and found that PSCs remain at old NMJs (Figure S14), consistent with published research that examined old STM NMJs but did not report any absence of PSCs (Li et al., 2011). We found that PSCs are more abundant at aged NMJs, particularly those exhibiting fragmentation, blebbing, and polyneuronal innervation in both the EDL and soleus muscles. This finding is in line with published studies showing that the number of PSCs changes at NMJs undergoing dramatic structural changes during development (Castro et al., 2020; Darabid et al., 2014), recovery from various injuries (Hastings et al., 2020; Love & Thompson, 1998), and muscle diseases (Haddix et al., 2018; Lee et al., 2011).

Our data showing an increase in PSC number with age naturally raises the question: what is the origin of new PSCs in adulthood? In addition to more PSCs at the NMJ, we also found other SCs located outside of, but clearly contacting, NMJs in aged mice. These SCs did not appear to emanate from an adjacent NMJ, nor from SCs located along the innervating axon prior to it reaching the NMJ, yet shared common features with PSCs, expressing both GFP and DsRed in aged S100β‐GFP;NG2‐DsRed mice (Figure S1A). Furthermore, we found no Ki67+ nuclei, a marker for proliferating cells, at the NMJ in either young or old TA muscle, indicating a lack of local proliferating cells at the synapse (Figure S15). Based on these findings, we propose that a unique SC progenitor subtype, which migrates onto NMJs and differentiates into PSCs after contact with the NMJ, may be responsible for the increased number of PSCs at aged NMJs. However, it is plausible that migrating SCs may instead be PSCs leaving the NMJ and that PSCs undergo intermittent bouts of proliferation during aging which our analysis failed to capture. Thus, more in‐depth investigation will be required to determine where new PSCs come from in adult mammals.

### 4.2 The rate of PSC aging varies among muscles with different susceptibility to aging

Our study revealed notable differences between PSCs in the EDL, soleus, and EOMs. PSCs and NMJs are affected by aging earlier in the EDL compared to the soleus muscles. Additionally, the number of PSCs increased without a concomitant enlargement of the junctional area in the EDL during aging. This was not the case in the soleus where both the number of PSCs and junctional area increased during aging. In EOMs, where NMJs have been shown to resist age‐related changes, the number of PSCs remain unchanged in aged mice. What explains these differences between the EDL, soleus, and EOMs? The most plausible explanation is that intrinsic properties unique to each muscle underpin the differences in the rate of PSC addition to NMJs during aging. These include differences in the myofiber type composition, functional demand, and susceptibility to age‐induced degeneration. It is also plausible that neuregulin 1 signaling or other molecular pathways with key roles in SC proliferation and differentiation as well as NMJ stability may be differentially dysregulated in the EDL and soleus compared to EOMs during aging (Jessen & Mirsky, 2005; Lee et al., 2016; Taveggia, 2016; Trachtenberg & Thompson, 1996). Regardless, these findings have implications for understanding the roles of PSCs at NMJs and muscles with different susceptibility to aging.

### 4.3 Cellular mechanisms disrupted in aged PSCs

A primary role of PSCs is to cap the pre‐ and post‐synaptic regions of the NMJ. This allows PSCs to insulate the synaptic cleft from molecules present elsewhere in muscles and vice versa. PSCs tightly cap the presynapse and also serve as a barrier between the synaptic cleft and the extrasynaptic region of muscles (Darabid et al., 2014; Ko & Robitaille, 2015). Using electron microscopy (EM), we found that aged PSCs fail to adequately cap the presynapse and synaptic cleft. Electron microscopy also revealed that aged PSCs extend processes into the synaptic cleft, which likely blocks important signaling events between the pre‐ and post‐synapse. Furthermore, we found that PSCs form additional processes that project away from the end plate, even in healthy young NMJs, using light microscopy. PSC processes with and without axonal sprouts reach other, already innervated NMJs, in aged mice, a phenomenon that may contribute to the increased incidence of polyinnervated NMJs reported here and in previously published studies. Why would PSCs processes grow towards an already innervated NMJ? We hypothesize that the failure of PSCs to cap aged NMJs leads to the diffusion of synaptic factors that promote the growth of and attract PSC sprouts from nearby NMJs. The impetus for PSC process formation in aged muscle may be the result of the same molecular mechanism that causes the elaboration and extension of PSC processes following denervation (Reynolds & Woolf, 1992; Son & Thompson, 1995a; Son & Thompson, 1995b) and in ALS (Arbour et al., 2015). Together, our data indicate that polyinnervation and compensatory reinnervation of NMJs during aging both result from PSCs forming processes to guide motor axons to both denervated NMJs and those that are incompletely capped by PSCs. Thus, PSC processes may contribute to the increased amplitude of motor units found in old age (Luff, 1998) by increasing the number of muscle fibers a given motor neuron innervates. At the same time, they may contribute to age‐related motor dysfunction by increasing polyinnervation of muscle fibers.

### 4.4 Molecular mechanisms altered in aged PSCs and other SCs in muscles

This study revealed, for the first time, the molecular landscape of aged PSCs as well as other SCs in muscles. By comparing the transcriptome of PSCs and other SCs, we identified genes differentially expressed between PSCs and all other SCs and across ages. We discovered that aged PSCs, but not other SCs, upregulate genes with known roles in mediating macrophage phagocytosis. Given that aging is a chronic state, this functional phenotype of PSCs could be either beneficial or detrimental to NMJ remodeling and stability. The clear benefit of such functional shift is that it would allow PSCs to continuously clear cellular debris, regardless of source, that may be more prevalent at aged NMJs. Support for this idea was provided by work from Kang and Lichtman (Kang & Lichtman, 2013). They found that axonal regeneration is delayed in aged mice due to inefficient removal of axonal debris by SCs that populate the endoneurial tube. But once the axon reaches the NMJ, reinnervation proceeds at a normal rate, indicating that aged PSCs retain their ability to efficiently remove axonal debris (Kang & Lichtman, 2013). Thus, the adoption by PSCs of macrophage‐related phagocytic mechanisms may help them efficiently clear the end plate of debris so motor axons can reach and reconnect with the postsynaptic region of the NMJ (Kang & Lichtman, 2013). However, it is possible that macrophage‐related phagocytic mechanisms may cause PSCs to erroneously target the presynapse, affecting its stability, and consequently contributing to its degeneration.

Aged PSCs and other SCs were also found with altered expression of unique sets of genes implicated in cytokine signaling. Leptin (*Lep*), *Cxcl16*, *Ccl7*, and *Ccl4* were found elevated specifically in aged PSCs. Some of these cytokines have been implicated in modulating synaptic function in normal conditions and are affected by Alzheimer's Disease (Di Castro et al., 2016; Irving & Harvey, 2014). Through IHC analysis, we found that protein levels of Ccl7 were significantly increased in old versus young adult PSCs. Ccl7 is a chemoattractant for immune cells such as macrophages, and therefore may be a signaling pathway through which PSCs participate in inflammation of aged muscle. We also observed a trend towards increased expression of Adgre1 (F4/80) protein in aged PSCs. Adgre1 is a marker for macrophages, and these data suggest that aged PSCs may be acquiring a more macrophage‐like phenotype in old age. In all other SCs, three members of the tumor necrosis factor superfamily and additional cytokines were found to be increased in aged mice. This study also revealed other pro‐inflammatory molecules altered in both PSCs and other SCs. Together, these data provide leads to target specific genes and pathways in PSCs and other SCs to prevent NMJ and axonal degeneration during aging.

## AUTHOR CONTRIBUTIONS

G.V. and R.L.H. were involved in conceptualization, methodology, supervision, validation, writing‐original draft, and writing—reviewing and editing. G.V., M.F.A, and R.L.H. were involved in formal analysis. E.S., D.J., A.O., J.P.D.S., and R.L.H. were involved in investigation. M.F.A, and R.L.H. were involved in data curation and visualization. G.V. was involved in resources, funding acquisition, and project administration.

## FUNDING INFORMATION

This work was funded through grants from the National Institute on Aging (R01AG055545 and R56AG051501) and the National Institute of Neurological Disorders and Stroke (R21NS106313) awarded to GV. RLH was supported in part by NRSA Institutional Research Training Grant T32 AG041688‐11. ES was supported in part by NRSA Institutional Research Training Grant T32 GM136566‐03.

## CONFLICT OF INTEREST STATEMENT

None declared.

### OPEN RESEARCH BADGES

This article has earned Open Data, Open Materials and Preregistered Research Design badges. Data, materials and the preregistered design and analysis plan are available at [[insert provided URL(s) on the Open Research Disclosure Form]].

## Supporting information

Figures S1–S15
Click here for additional data file.

Tables S1–S2
Click here for additional data file.

Appendix S1
Click here for additional data file.

## Data Availability

The data that support the RNA‐seq findings of this study are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE222631. The data that support all other findings of this study are openly available in Harvard Dataverse at https://doi.org/10.7910/DVN/UKTKV5, reference number doi:10.7910/DVN/UKTKV5.

How the deposited data were processed for this re-analysis (not part of the article)

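RNA-seq of sorted cells was analysed for 24 libraries, made from the PSCs and the other SCs of hindlimb muscles of 6 young adult (4 to 5 months) and 6 old (23 to 24 months) female mice. The authors deposited a normalized signal per gene and library, which is an estimated count divided by a size factor. The median ratio of a library to the geometric mean of the genes was 1.0305 to 1.0308 in the 12 old libraries and 1.0522 to 1.0528 in the 12 young adult libraries, so the authors had scaled the ages separately. They had also removed genes with low counts separately, since 2708 genes are listed in old libraries only and 429 in young adult libraries only. The values are not whole numbers, and the main text of the paper names no aligner, counting tool, annotation or test for DEGs. Its Appendix S1 was not used here.

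The value of 1 read was recovered for each library from the low values of genes with a single transcript in GENCODE M21, of which 76.5 to 99.3% were whole multiples of the same step, against 42.1 to 80.1% over all genes. Reads per library were estimated from it. A gene listed at 0 or up to 3 reads was treated as at the floor of detection, and these limits cover counting error only. Genes were joined to GENCODE M21 on GRCm38 by symbol, which gave their positions and the genes whose exons overlap them.

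Because the values are not counts, the count model planned for these comparisons was not run, and limma 3.58.1 in R 4.3.3 was used in its place. All 24 libraries were scaled together by the trimmed mean of M-values (trimming 30% of the ratios and 5% of the levels), and log2(normalized count + 3) was fitted with a trend in the prior variance and robust moderation. Genes with at least 10 reads at the median depth in at least 6 libraries and at least 15 reads in all were tested. A gene also had to be listed in every library of the comparison, so genes listed for a single age were left out of the comparisons of the ages. Genes that the paper names were kept whatever their level, a choice made after the data had been seen. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of more than 1 in either direction. Normalized counts are given as mean ± SD of 6 libraries. Single genes also had a two-sided exact permutation test of the group means of log2(normalized count + 3). The test was tried on simulated libraries with known changes in 200 genes before it was applied. These genes were above a minimum mean level, and each gene was simulated independently. The figure was drawn with matplotlib.

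The comparisons were old against young adult PSCs, old against young adult SCs, PSCs against other SCs at each age, and the difference between the age effects in PSCs and other SCs. Each fit held only the groups compared, except the last, which held all 4 groups. The text names every gene that the paper names in its RNA-seq sections and Figure 6, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among DEGs with a mean log2(CPM + 0.1) of at least 3 whose groups did not overlap. Comparisons, named genes, gene lists and most alternatives were set before the data were examined. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. For the difference between the age effects, an exact permutation of the mice on the mean of the macrophage phagocytosis list was added after the fry results had been seen. The lists were the genes of Figure 6e and 6f, macrophage phagocytosis, Schwann cell phagocytosis, synapse formation and function, genes raised or lowered by nerve injury, and markers of Schwann cells, macrophages, neutrophils, T or NK cells, B or plasma cells, adipocytes, pericytes or smooth muscle, fibroblasts, endothelial cells, satellite cells, myofibres and erythroid cells.

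PSC and SC libraries with the same replicate number within an age came from the same mouse according to their labels. The deviations of such pairs from their group means had correlations across genes of 0.16 to 0.39 in old mice and −0.07 to 0.28 in young adult mice, and the animal code of young adult replicate 3 differs between the PSC and SC labels. Old and young adult mice share only the numbers. Libraries of the same group had correlations of up to 0.961 and no identical columns. The Y-linked genes Ddx3y and Eif2s3y had at most 35.7 and 25.8 normalized counts in any library.

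Alternatives were other scalings, other filters on low counts, all 4 groups in 1 fit, libraries thinned to the smallest, the replicate number as a block, each library left out in turn and the adjusted p alone. Array quality weights and pseudocounts of 1 and 10 were added after seeing the data. Ingenuity pathway analysis and the gene lists of the supplementary tables and figures were not used here, and immunohistochemistry was not analysed here. The range of single values in the synapse list is not reported here.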

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

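The tests in this part were chosen after the results were seen, and the outcome that each explanation would give was written down only after its test had been run. A library was singled out when it lay far from the other 5 of its group. This was so for 18 of 208 groups of values, where chance gives 10, and 5 of the 18 were in old PSC replicate 1 and 3 in young adult PSC replicate 6.

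Old PSC replicate 1 had 1188.1 normalized counts of P2ry6, against 69.7 to 177.8 in the other old PSC libraries, and 15778.7 of Ccl6, against 486.8 to 850.2. Its 10 most abundant genes took 14.2% of the counts, against 5 to 6.8%. The 22 macrophage markers summed to 95499 CPM, against 10032 to 17580, and the pericyte or smooth muscle markers to 4955 CPM, against 10858 to 12676. The SC library of the same mouse was also apart from the other old SC libraries. Its 10 most abundant genes took 20.1% of the counts (11.2 to 12.5% in the others), its macrophage markers summed to 166665 CPM (86394 to 102266) and its fibroblast markers to 1816 CPM (8828 to 20518). A larger share of macrophage RNA in this mouse is a candidate explanation for these values. Whether it came from the muscle or from the sort cannot be told from 1 mouse, and no biological explanation was tested. It does not account for the whole rise of the Figure 6e genes, whose median log2 fold change was 2.56 with this library and 2.16 without it.

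Young adult PSC replicate 6 had 14269 genes above 0, against 18004 to 19690 in the other young adult PSC libraries, 8.8 normalized counts of Cxcl16, against 97.3 to 257.1, and 6002 CPM of macrophage markers, against 11556 to 15241. Low depth argues poorly for this, since the libraries of the group with fewer reads had at least 18004 genes above 0. Values singled out after they were seen were 12908 CPM of adipocyte markers, against 391 to 1752, 4757 CPM of endothelial markers, against 977 to 3058, and 1215.8 normalized counts of Tnfsf10, against 25.3 to 113.3. With these above and the macrophage sum below the other 5 libraries, what set this library apart stays open, and no biological explanation was tested. The sum was low mainly through Lyz2, with 5337.6 CPM, against 10696.3 to 13992.7. Single markers went both ways, with 2.6 CPM of Ptprc (3.3 to 40.3 in the others) and 94.2 CPM of Csf1r (19.1 to 41.9). Old PSC replicate 6 had 16568 genes above 0, against 20767 to 22795, and 246.4 normalized counts of Tnfsf10, against 97.3 to 131.9. It held 3401962 reads, and old PSC replicate 5, with 2908743 reads, had 21206 genes above 0.

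The other single libraries were young adult PSC replicate 1 with 8.5 normalized counts of Adgre1 (99.3 to 192.7 in the others), young adult SC replicate 2 with 7.3 of Il12b (40.2 to 90.6), young adult SC replicate 3 with 990.3 of Cspg4 (497.7 to 611.6), old SC replicate 4 with 163.03 of Cpm (49.9 to 66.4) and young adult PSC replicate 4 with 69.2 of Gm6377 (0 to 3.8). As 10 such values are what chance gives, no explanation was sought for these.

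Gap43 was the only gene whose age effect differed between PSCs and other SCs, by 6.45 on the log2 scale (adjusted p = 0.0338 from limma with Benjamini-Hochberg adjustment). It had 60.4 ± 36.8 normalized counts (SD, n = 6) in old PSCs, 4.23 ± 7.88 in young adult PSCs, where 4 libraries were at or under 3 reads, 63.1 ± 61.1 in old SCs and 352 ± 182 in young adult SCs. On their own, neither the rise in PSCs (log2 fold change 3.40, adjusted p = 0.414, limma) nor the fall in other SCs (−3.04, adjusted p = 0.0991, limma) passed. Of 100 splits of the 12 mice, 3, the real one included, gave at least 1 gene, and only the real one gave as many genes at an unadjusted p under 0.05 as the 1105 seen (1 of 100, with 1001 as the highest of the others). The adjusted p ranged from 0.00301 to 0.11 over the alternatives run with all libraries, and from 0.0049 to 0.171 over the 12 fits that each left out 1 mouse (limma). Gap43 passed in 4 of these and was lost in 8, without old replicates 2, 3, 4 and 6 and without young adult replicates 1, 2, 5 and 6, while the difference itself stayed between 6.07 and 6.85. The size of the difference depended on the pseudocount, with 7.821 at a pseudocount of 1 and 4.895 at 10. It was 5.979 with array quality weights. The separate normalization of the ages cancels in this difference. A different response of the cell types to age stays open, as does a change in the cells that each sort collected, and neither was tested.

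Macrophage markers summed to a median of 77998.5 CPM in young adult SCs, against 12980.5 CPM in young adult PSCs. Most of the PSC sum was Lyz2, with a mean of 11100 CPM in young adult PSCs. The median log2 fold change of the 22 markers in young adult PSCs against SCs was −6.15. All 22 markers were higher in young adult SCs than in PSCs and 22 were DEGs, which is consistent with macrophages in the SC sort. Lyz2 had a mean of 17900 CPM in young adult SCs and Cd74 25300 CPM, while Sox10 had 4.61 CPM, against 313 CPM in young adult PSCs. The Schwann cell markers summed to a median of 87.5 CPM in young adult SCs and 2489 CPM in young adult PSCs. Pericyte or smooth muscle markers summed to a median of 10449 CPM in young adult PSCs and 179.5 CPM in young adult SCs, with 12 of 12 higher in PSCs and 10 DEGs, and Acta2 had a mean of 5100 CPM in young adult PSCs. Which cells of the PSC sort these came from was not tested. The study names 1 of the 22 macrophage markers, Adgre1, from these libraries. Expression of the markers by SCs themselves was not tested and stays open.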

How the results depend on the processing

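The count-model tests and voom with quality weights that had been planned were not run, since the values are not counts. Array quality weights and pseudocounts of 1 and 10 were chosen after seeing the data. Unless stated, the cause of a change was not tested.

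The number of DEGs with age in PSCs was 0, and stayed 0 with both other scalings, both other filters, thinned libraries, the adjusted p alone, pseudocounts of 1 and 10 and each of the 12 fits that left out 1 library. It was 34 with all 4 groups in 1 fit and 18 with array quality weights. In other SCs it was 21, and 7 with all 4 groups in 1 fit, 13 with thinned libraries, 12 with pseudocount 1 and 290 with array quality weights. It went from 4 to 104 across the 12 fits that each left out 1 library. It was 104, 100 and 50 without old SC replicates 6, 5 and 1, 71 without young adult SC replicate 3, 13 without old SC replicate 2, 4 without old SC replicate 4, and 12, 4, 12 and 5 without young adult SC replicates 1, 2, 4 and 6. Of the 21 genes, 11 were higher in old SCs, against 14 of 19 with median-of-ratios and 22 of 26 with upper-quartile scaling, 1 of 7 with all 4 groups in 1 fit, 9 of 34 with the replicate block and 115 of 290 with array quality weights. Median-of-ratios scaling shared 16 genes with the 21 and upper-quartile scaling 15. The median log2 fold change of all genes in SCs was −0.01, 0.09 and 0.15 under the 3 scalings. The total numbers for PSCs against other SCs stayed within 1.5 times their value under every alternative, from 2299 to 3859 in young adult and from 2505 to 3933 in old mice. The number higher in young adult PSCs moved more, from 957 to 1601 with array quality weights and 1550 without young adult PSC replicate 6. The single gene for the difference between the age effects was lost (0 genes) with upper-quartile scaling, thinned libraries and pseudocount 1, and the number went from 0 to 2 across the fits that left out 1 mouse, with 0 genes without old replicates 2, 3, 4 and 6 and young adult replicates 1, 2, 5 and 6, and 2 without young adult replicate 3.

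Old and young adult mice share only a replicate number, and the deviations of same-numbered libraries had correlations of −0.21 to 0.28. With the replicate block, 0 genes in PSCs and 34 in SCs were DEGs with age, and the injury list in PSCs (median 0.61) had a camera p of 0.0495. For PSCs against other SCs and for the difference between the age effects, where the number marks a mouse, the block gave 2644, 3512 and 1 genes.

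With the correlation estimated in camera, 7 list results had unadjusted p-values no longer under 0.05 at the same medians, namely macrophage phagocytosis in PSCs (1.89) and SCs (0.61), the myelin list in PSCs (−0.67) and SCs (−1.37), the 5 PSC cytokine genes in SCs (0.73), the synapse list in SCs (−0.16) and the Figure 6e list in SCs (0.44). On unadjusted p-values fry moved 3 of them in the same way, namely macrophage phagocytosis (0.61), the Figure 6e list (0.44) and the synapse list (−0.16) in SCs. After Benjamini-Hochberg adjustment over the 16 list tests, fry gave 0.077 for macrophage phagocytosis in PSCs, for the myelin list in PSCs and in SCs and for the synapse list in PSCs, so these were not past 0.05 either, and camera itself gave 0.055 for the synapse list in SCs. The Figure 6e list in SCs (0.44) also had an unadjusted camera p over 0.05 with all 4 groups in 1 fit (0.0509). This p was 0.0871 without old SC replicate 1 and 0.054 without young adult SC replicate 2. The median of the list went from 0.27, without old SC replicate 1, to 0.60. The synapse list in SCs was −0.14 with thinned libraries, went from −0.29 to −0.059, without old SC replicate 1, across the fits that left out 1 library, and reversed to 0.003 with upper-quartile scaling and 0.017 with array quality weights.

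For genes, the sign reversed in other SCs for Rac2 (0.004, upper-quartile scaling) and Megf10 (−0.008, thinned libraries). With array quality weights it reversed for Cxcl9 between PSCs and other SCs in young adult (−0.033) and old mice (0.132), and for the difference between the age effects of Cxcl13 (0.856), Tnfsf15 (0.179) and Cxcl9 (0.129). Pseudocount 1 reversed that of Tnfsf13 (0.091). Across the fits that left out 1 library or mouse, ranges that crossed 0 were Cxcl9 in PSCs (−0.23 without old PSC replicate 4 to 0.91), and in SCs Casr (−0.16 without old SC replicate 4 to 0.54), Rac2 (−0.37 to 0.067), Ccl4 (−0.013 to 0.40) and Megf10 (−0.07 to 0.30). Between PSCs and other SCs they were Cxcl9 in young adult (−0.11 to 0.61) and old mice (−1.12 to 0.025) and Avpr1b in old mice (−0.036 to 0.66). For the difference between the age effects they were Cxcl13 (−0.61 to 0.83), Tnfsf13 (−0.71 to 0.053), Il21r (−0.01 to 0.78) and Tnfsf15 (−0.66 to 0.21). Each value of the opposite sign was smaller than the standard error of its gene. Of the named genes, 3 in SCs were no longer DEGs in at least 1 alternative. This also held for 2 genes between young adult PSCs and SCs and for 1 gene in the difference between the age effects. Genes that became DEGs in at least 1 alternative were 2 in SCs, and between PSCs and SCs 2 in young adult and 1 in old mice. With all 4 groups in 1 fit, 6 of the paper's genes became DEGs in PSCs. Tlr5, Avpr1b, Casr and Lep were near the floor of detection in young adult PSCs, where at least 4 of 6 libraries were at or under 3 reads. Whether depth was the cause was not tested.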

Differences from the paper's values

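The paper reports over 70 DEGs in old PSCs, and 0 were found here. None of the alternatives set before the data were examined closed the gap, and the nearest, all 4 groups in 1 fit, gave 34. The paper reports over 936 DEGs in old SCs, and 21 were found here. None of those alternatives reached this number either, with 104 as the highest, without old SC replicate 6. Array quality weights, chosen after seeing the values, gave 18 in PSCs and 290 in SCs. Genes listed for a single age could not be tested here, and whether the paper's numbers include such genes was not examined.

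The fold changes of Figure 6e and 6f, read by eye, follow the log2 ratio of the group means more closely than the fitted log2 fold change. Of 32 values, 31 lay within the standard error on the first scale and 22 on the second, and the first was chosen for the comparison after seeing the values. On it, the log2 fold change of Tnfsf10 in SCs was 1.78 (1.76 fitted), against the paper's about 1.2 in Fig. 6f, read by eye. None of the alternatives set before the data were examined brought it within the standard error of 0.391.

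The paper describes the genes of Figure 6e as altered and the PSC genes of Figure 6f as significantly upregulated in old PSCs, and 0 of them passed here over all genes tested, with all 11 and all 5 at an unadjusted p under 0.05. With all 4 groups in 1 fit, Casr (adjusted p = 0.0141), Gpr183 (0.0454), Gpr65 (0.0377), Pak1 (0.0338), Ptk2b (0.00167) and Ccl8 (0.02) passed (limma with Benjamini-Hochberg adjustment). With array quality weights, chosen after seeing the values, Casr, Ptk2b and Ccl8 passed in PSCs, and Tnfsf13 (adjusted p = 0.031) and Tnfsf10 (0.0361) passed in SCs (limma). Tnfsf13 also passed without young adult SC replicate 3. The paper lists all 8 SC genes of Figure 6f as changed in old SCs, and 1 of them, Ccl8, was a DEG here. It describes S100b transcripts as unchanged in old PSCs, and the log2 fold change here was −0.91 (adjusted p = 0.558, limma).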

Other observations

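Apart from the other splits of the libraries, the tests in this part were chosen after the results were seen, and the outcome that each explanation would give was written down only after its test, or the same test on another list, had been run. A first test of macrophage RNA in old PSCs, in which 21 markers had a median log2 fold change of 1.97, or 1.25 without old PSC replicate 1, was replaced by the tests of its amount once the share in each mouse had been seen.

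The real split of the PSC libraries by age gave 0 DEGs, so all 100 of 100 splits gave as many, and 9 of 100, the real one included, gave as many genes at an unadjusted p under 0.05 as the 1087 seen. For other SCs, 2 of 100 splits gave at least 21 DEGs and 4 of 100, the real one included in both, gave as many genes as the 3262 at an unadjusted p under 0.05. The split that gave most, 1414 DEGs, set old SC replicates 1 and 6 and young adult SC replicates 2, 4, 5 and 6 against the rest, and what these libraries share was not tested. For PSCs against other SCs, 1 of the 32 splits that exchange the libraries within mice, the real one, gave as many DEGs and as many genes at an unadjusted p under 0.05, in young adult and in old mice.

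The rise of Ccl4, Ccl7, Ccl8 and Cxcl16 in old PSCs may reflect RNA carried over from cells of the SC sort. The level expected in each old PSC library was the young adult PSC level plus the gain in the macrophage share times the level in the SC library of the same mouse. The median of observed to expected levels over the 4 genes was 0.17 on the log2 scale, but the genes went both ways, from −0.15 for Ccl7, above the expected level in 2 of 6 old mice, to 0.65 for Cxcl16, above it in 6 of 6 (lowest 0.08). Carry-over and a change in PSCs cannot be told apart for these 4 genes. Lep, the other Figure 6f gene of PSCs, had a median of 2.77, was above the expected level in 5 of 6 old mice and was higher in the PSC than in the SC library in 4 of 6. For the Figure 6e genes it was 0.85, from −0.18 to 2.18 across the 6 old mice and above 0 in 5 of 6 (two-sided exact sign-flip test, p = 0.0625), so carry-over and a change in PSCs cannot be told apart with 6 mice. Ptk2b (median 2.34) and P2ry6 (0.71) were above the expected level in 6 of 6 old mice, Gpr65 (0.10) and Tlr5 (0.23) in 3 of 6, and Avpr1b was higher in the PSC than in the SC library in 4 of 6. Casr argues against carry-over alone, since 5 of 6 old mice had more Casr in their PSC library than in their SC library. A change in PSCs with age stays open for all of these genes. The macrophage phagocytosis list was not tested for carry-over.

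For the rise of the Figure 6e genes in old PSCs, other technical explanations were tested. It was 2.54 with the PSC libraries thinned to 1 depth, and 2.16 without old PSC replicate 1, the lowest with a library left out, which argues against depth or a single library as the whole cause. The difference between the age effects in PSCs and other SCs, in which a factor from the separate normalization of the ages cancels whichever genes are chosen, was 2.05, and 1.62 for the lowest gene. This argues against the separate normalization as the whole cause. The median of 10000 lists matched on length, GC content and mean level was 0.57, and the highest was 1.77. As the study chose the Figure 6e genes for their rise, the same was done for the macrophage phagocytosis list, which was not chosen on these samples. It rose by 1.89, and its matched lists by 0.14, with 0.85 as the highest, so the values argue against gene length, GC content or level as the whole cause. Lists matched on the level in SCs and on the ratio of SCs to PSCs had medians of 1.87 and 0.87, with the ratio taken from young adult replicates 1 to 3 and 4 to 6, against 2.79 and 2.49 for the Figure 6e genes. For the macrophage phagocytosis list, lists matched in this way had medians of 1.27 and 0.83, against 2.33 and 0.93, and 0.18% and 33.9% of them rose as much as the list. A general rise of transcripts that are higher in the SC sort and a change in these genes cannot be told apart, since the Figure 6e genes were chosen for their rise and the other list gave a different answer with each set of libraries.

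The fall of collagen genes in old SCs may reflect a smaller share of fibroblast RNA in the old SC sort. The 9 fibroblast markers that encode no collagen had a median log2 fold change of −1.83, and 12 of 12 markers were lower. Col1a1 had a mean of 505 CPM in old SCs and 1700 CPM in young adult SCs. A lower expression in the cells themselves, with age, stays open and was not tested.

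Of the 11 genes higher in old SCs, Csprs, Gm7592, Gm7609 and C130026I21Rik were singled out after their values were seen, and the 3 that GENCODE M21 holds lie near each other on chromosome 1. Of the words of 31 bases in their transcripts, 63.7% were shared within these 3 genes in Gm7592, 14.9% in Gm7609 and 0% in C130026I21Rik. Among the 3, reads could therefore be split between Gm7592 and Gm7609 only. Words shared with other genes were not examined, and Csprs was not measured. Summed, the 4 genes had a log2 fold change of 2.19 in SCs and 1.85 in PSCs, where the old library was higher in 27 of 36 pairs (two-sided exact permutation test, p = 0.0779). A difference in copy number or strain between the old and young adult mice cannot be told apart from an effect of age, since strain details by mouse were not used here and the PSC libraries vary too much.

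Marker lists had these median log2 fold changes with age, in PSCs and then in other SCs. Macrophage markers had 2.01 and 0.52, neutrophil markers 1.77 and 1.59, T or NK cell markers 0.45 and 1.09, and B or plasma cell markers 0.85 and −0.07. Adipocyte markers had 1.18 and 0.10, pericyte or smooth muscle markers 0.07 and −0.20, fibroblast markers −0.33 and −1.97, and endothelial markers −0.45 and 0.21. Satellite cell markers had −0.06 and 0.18, myofibre markers 0.59 and 0.05, erythroid markers 0.13 and −1.83, and Schwann cell markers −0.54 and −0.58.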
